# Thymic iNKT single cell analyses unmask the common developmental program of mouse innate T cells

**DOI:** 10.1038/s41467-020-20073-8

**Published:** 2020-12-07

**Authors:** S. Harsha Krovi, Jingjing Zhang, Mary Jessamine Michaels-Foster, Tonya Brunetti, Liyen Loh, James Scott-Browne, Laurent Gapin

**Keywords:** Gene regulation in immune cells, Lymphopoiesis, NKT cells, Systems analysis

## Abstract

Most T lymphocytes leave the thymus as naïve cells with limited functionality. However, unique populations of innate-like T cells differentiate into functionally distinct effector subsets during their development in the thymus. Here, we profiled >10,000 differentiating thymic invariant natural killer T (iNKT) cells using single-cell RNA sequencing to produce a comprehensive transcriptional landscape that highlights their maturation, function, and fate decisions at homeostasis. Our results reveal transcriptional profiles that are broadly shared between iNKT and mucosal-associated invariant T (MAIT) cells, illustrating a common core developmental program. We further unmask a mutual requirement for *Hivep3*, a zinc finger transcription factor and adapter protein. *Hivep3* is expressed in early precursors and regulates the post-selection proliferative burst, differentiation and functions of iNKT cells. Altogether, our results highlight the common requirements for the development of innate-like T cells with a focus on how *Hivep3* impacts the maturation of these lymphocytes.

## Abstract (web summary)

Innate-like T cells such as invariant natural killer T (iNKT) and mucosal-associated invariant T (MAIT) cells both develop in the thymus. Here the authors use single-cell RNA sequencing to show that mouse iNKT and MAIT share components of developmental regulation, with a transcription factor, Hivep3, implicated for the maturation of both cell types.

## Introduction

Two fundamental features of the adaptive T cell response are its enormous antigen recognition capacity and its ability to form immunological memory. The former endows T cells with a potential repertoire capable of targeting the myriad pathogens a host might encounter while the latter helps the host respond with significantly faster kinetics in the event of a reinfection with a previously encountered pathogen. Although the majority of T cells fits this paradigm, recent work highlights the importance of innate-like T (T_inn_) cells, which differ both in their phenotype and response kinetics. T_inn_ cells, such as invariant natural killer T (iNKT) cells and mucosal-associated invariant T (MAIT) cells, tend to establish permanent residency in tissues, express restricted T cell antigen receptor (TCR) repertoires and share a non-MHC class I or II restriction requirement for antigen recognition^1,2^. Compared to their conventional T cell (T_conv_) counterparts, T_inn_ cells are also not constrained by the need for prior sensitization and exist in a pre-primed “memory” state, ready to respond within minutes of stimulation, despite being antigen-inexperienced^3^. This is due to the fact that unlike T_conv_ cells, T_inn_ cells acquire an effector and memory phenotype over the course of their development in the thymus^4,5^.

Thymic development of iNKT cells has been extensively studied over the past decade. Although they share their developmental origins with T_conv_ up to the double positive (DP) thymocyte stage, their paths then diverge^6^. While DP precursors for T_conv_ are selected on peptide-MHC complexes expressed on thymic epithelial cells, iNKT DP precursors are selected on lipids bound to the MHC-I-like molecule (MHC-Ib) CD1d expressed on neighboring DP thymocytes^7^. These DP-DP synapses promote commitment to the iNKT lineage by inducing high levels of the transcription factor Egr2, which in turn leads to expression of the lineage-determining BTB-ZF transcription factor PLZF^8^. PLZF subsequently directs the further differentiation of iNKT cells into three distinct mature effector subsets, iNKT1, iNKT2 and iNKT17, analogous to the CD4^+^ T cell polarized subsets observed in the periphery. Additionally, each of these iNKT subsets expresses the canonical master transcription factors that drive its fate, with iNKT1 cells expressing T-bet, iNKT17 expressing Rorγt, and iNKT2 expressing high levels of PLZF and GATA3^4,9^. Thus, iNKT effector subsets arise as a consequence of their thymic development at steady-state instead of differentiation in peripheral tissues due to inflammatory cues. Additionally, some iNKT subsets have been shown to secrete cytokines at steady-state, thereby influencing their surrounding tissue microenvironments in non-redundant manners^9^. More recently, MAIT cells were proposed to follow a similar developmental pathway^10,11^, with the key distinguishing feature being that they are selected by other DP cells expressing the MHC-Ib molecule MR1 presenting vitamin metabolites^12^. While a large body of knowledge is available regarding iNKT cell characteristics and development in the thymus and in the periphery^4,5,13–15^, the developmental steps underlying iNKT cell differentiation, and by extension MAIT cells, remain incomplete. In particular, prior studies have largely focused on analyzing iNKT cells in bulk, potentially missing developmental intermediate populations.

To overcome this limitation, here, we characterize the transcriptomes of thymic iNKT cells at the single cell level (scRNA-seq) to reveal the underlying heterogeneity that exists over the course of iNKT cell development. Our results illustrate the transcriptional signature of the previously identified iNKT subsets and reveal a largely common developmental path between iNKT and MAIT cells. We further identify their shared requirement for the *Hivep3 gene*, with *Hivep3*-deficient mice exhibiting a profound loss of iNKT, MAIT and PLZF^+^Vγ1^+^Vδ6.3^+^ γδ T cells. scRNA-seq of *Hivep3*^−/−^ thymic iNKT cells highlights a crucial role for *Hivep3* in regulating the expression of several key developmental genes, including *Hdac7*, *Drosha* and *Zbtb16* (the gene coding for PLZF). ATAC-seq analysis of mature iNKT cell subsets shows that in absence of *Hivep3*, chromatin accessibility is increased at regions enriched for NF-κB binding motifs. Altogether, our results identify *Hivep3* as a key regulator that controls, transcriptionally and post-transcriptionally, the development of T_inn_ lymphocytes.

## Results

### Single-cell RNA-seq of thymic C57BL/6 iNKT cells

We performed droplet-based single cell RNA-seq (scRNA-seq) analysis of PBS57-CD1d-tetramer^+^ cells sorted from the thymi of 8-week old female C57BL/6 mice using the Chromium system (10x Genomics). To enrich for early precursors and developmental intermediates, CD1d-tetramer^+^ cells were sorted at a 50:50 ratio of CD44^low^ to CD44^high^ cells. Two independent experiments were performed. The two distinct scRNA-seq datasets were integrated and corrected for batch effects into an integrated reference dataset using the fastMNN algorithm^16^. After quality control steps, a total of 10,506 cells were retained for further analysis. We used uniform manifold approximation and projection (UMAP) for dimensionality reduction to display all iNKT cells in a shared low-dimensional representation (Fig. 1a). To further characterize the subpopulation structures, we applied unsupervised graph-based clustering, which yielded 11 distinct clusters (Fig. 1b), with an average of 1956 genes and 6617 UMI expressed by the cells in each cluster (Fig. 1c). The expression of *Cd24a*, *Cd69*, *Egr2*, *Il2rb*, *Cd44*, *Zbtb16* (encoding PLZF), *Rorc* (encoding Rorγt), *Tbx21* (encoding T-bet), *Gata3* (encoding GATA3), *Ifng*, *Il4*, *Ccr7*, *Ccr6*, *Il17rb* and *Cd4* were used to define immature populations and effector subsets (Fig. 1d). iNKT17 cells (*Rorc*^+^, *Ccr6*^+^, *Zbtb16*^+^, *Cd4*^−^) were found in a single cluster (cluster 5), while iNKT1 cells (*Il2rb*^+^, *Tbx21*^+^, *Ifng*^+^) were found in five clusters (clusters 6 to 10). iNKT2 cells (*Zbtb16*^+^, *Gata3*^+^, *Cd4*^+^, *Il4*^+^) were contained within 4 clusters (clusters 1 to 4), with three of these clusters (clusters 1, 2 and 3) corresponding to cycling cells (Figs. 1f, 2c, d). The earliest iNKT precursor cells, stage 0 cells, were assigned to cluster 0. Expression of *Cd24a*, the proliferation marker *Ki67*, and the master transcription factors defining each of the mature iNKT cell subsets (*Zbtb16*, *Rorc* and *Tbx21*) confirm these identities (Fig. 1f), with the top five genes that characterize each of these clusters shown in Fig. 1e.

**Fig. 1:**
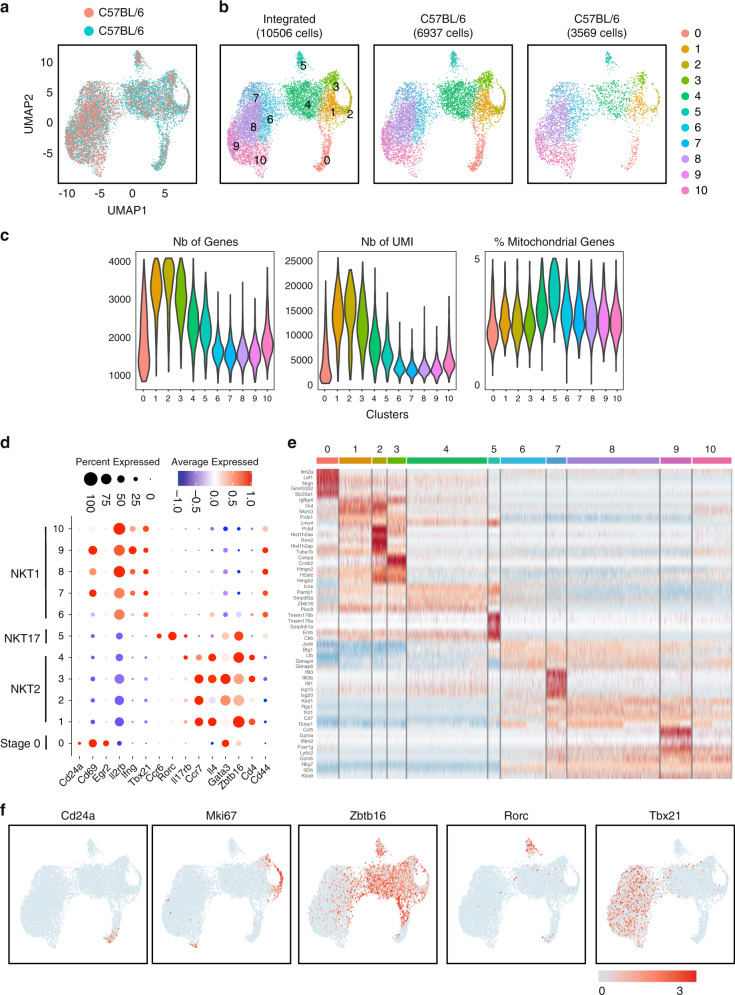
scRNA-seq analysis of steady-state C57BL/6 thymic iNKT cells. **a** Uniform manifold approximation and projection (UMAP) of two independent scRNA-seq data sets from C57BL/6 thymic iNKT cells integrated using FastMNN and colored by sample of origin. **b** UMAP of 10,506 iNKT cells colored by inferred cluster identity. **c** Violin plot depicting the number of gene, number of UMI and percentage of mitochondrial genes expressed in each cluster. **d** Dot plot showing scaled expression of selected signature genes for each cluster colored by average expression of each gene in each cluster scaled across all clusters. Dot size represents the percentage of cells in each cluster with more than one read of the corresponding gene. **e** Heatmap showing row-scaled expression of the 5 highest differentially expressed genes (DEGs, Bonferroni-corrected *P*-values <0.05, Wilcoxson-test) per cluster for all iNKT cells. **f** Expression of five typical genes used to define most common iNKT cell subsets and cycling cells.

**Fig. 2:**
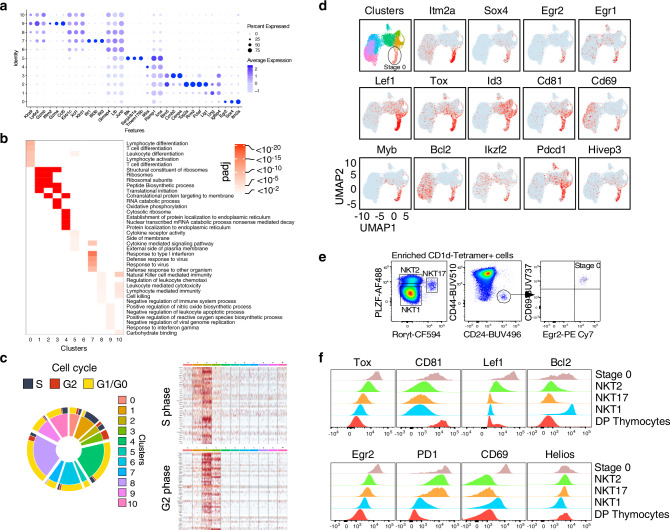
Thymic iNKT subsets display distinct gene expression profiles. **a** Dot plot showing scaled expression of the top 3 highest DEGs for each cluster colored by average expression of each gene in each cluster scaled across all clusters. Dot size represents the percentage of cells in each cluster with more than one read of the corresponding gene. **b** Gene ontology (GO) analysis of DEGs for each cluster. Selected GO terms with Benjamini–Hochberg-corrected *P*-values <0.05 (one-sided Fisher’s exact test) are shown. Heatmaps display *P*_adj_ value significance of enrichment of GO terms in each cluster. **c** Pie plot depicting the proportion of cells in each cluster and for each cluster the proportion of cells in each phase of the cell cycle. Heatmap showing row-scaled expression of cell cycle-related genes for each cluster. **d** Expression patterns of fourteen stage 0 iNKT-specific genes in our scRNA-seq data. Each dot represents one cell and gene expression is plotted along a colorimetric gradient, with red corresponding to high expression. **e** Gating strategy to identify stage 0, iNKT1, iNKT2 and iNKT17 cell subsets by flow cytometry. **f** Histograms displaying protein expression levels by flow cytometry within each iNKT subset for the indicated proteins. Protein expression in DP thymocytes is also displayed as a control. Data are representative of at least 2 independent experiments for each marker.

### Transcriptional heterogeneity of thymic iNKT cells

We next identified the cluster-specific signature genes (Fig. 2a and Supplementary Data 1), performed gene ontology analysis associated with gene expression in each cluster (Fig. 2b) and determined the cell cycle status of the cells (Fig. 2c). We identified 565 stage 0 cells (cluster 0), allowing for a more in-depth analysis of their transcriptional profile than previously achieved^17^. Differentially expressed genes (DEGs) in cluster 0 comprised several genes associated with lymphocyte activation and T cell differentiation (Fig. 2b), including *Itm2a*^18^, *Pdcd1* (encoding PD-1), *Cd27*, *Cd28*, *Cd69*, *Slamf6, Cd81, Ldhb* and *Bcl2* (coding for the anti-apoptotic protein BCL-2) (Fig. 2d). Several genes coding for transcription factors, such as *Lef1* (ref. ^19^), *Sox4* (ref. ^20^), *Egr2* and *Egr1* (ref. ^8^), *Tox*^21^, *Id3* (ref. ^22^), *Myb*^23^, *Ikzf1* and *Ikzf2* (coding for IKAROS and HELIOS, respectively), including some that have been previously implicated in iNKT cell development, were highly expressed in stage 0 iNKT cells (Fig. 2d). High expression of the protein products encoded by some of these genes in stage 0 iNKT cells was verified by flow cytometry, thereby validating the scRNA-seq data (Fig. 2e, f).

A multi-potent CCR7^+^ iNKT cell progenitor (iNKTp), with a unique transcriptional signature has been described as a developmental intermediary following commitment to the iNKT cell lineage by stage 0 cells^24^. However, we could not assign this gene signature, composed of 44 different genes, to a transcriptionally unique set of cells and instead observed this gene set expressed by cells in multiple clusters (Clusters 1, 2 and 3) (Fig. 3a). Cells within these clusters have upregulated expression of *Zbtb16* (Fig. 1d–f) as well as several other markers usually associated with the iNKT2 phenotype, including *Icos* and *Izumo1r* (Fig. 3h). These cells have high ribosomal and mitochondrial activity (Fig. 2b), in agreement with their high proliferative status (Fig. 2c). Computation of cell cycle scores revealed that cells in cluster 1 were predominantly in S phase, cells in cluster 2 comprised S and G2 phases, and cells in cluster 3 largely belonged to the G2 phase of the cell cycle (Fig. 2c). These results are in agreement with the proliferative burst known to occur after stage 0 in iNKT cells^25^. Cells in cluster 4 had a similar iNKT2 transcriptional profile (Fig. 3g, h), but with increased expression of *Il6ra*, *Il17rb*, *Icos*, *Plac8* and *Il4* transcripts, decreased expression of transcripts encoding for *Ccr7*, *Ccr9*, *Il13* and undetectable expression of cell-cycle genes (Fig. 3i, j and Supplementary Data 1).

**Fig. 3:**
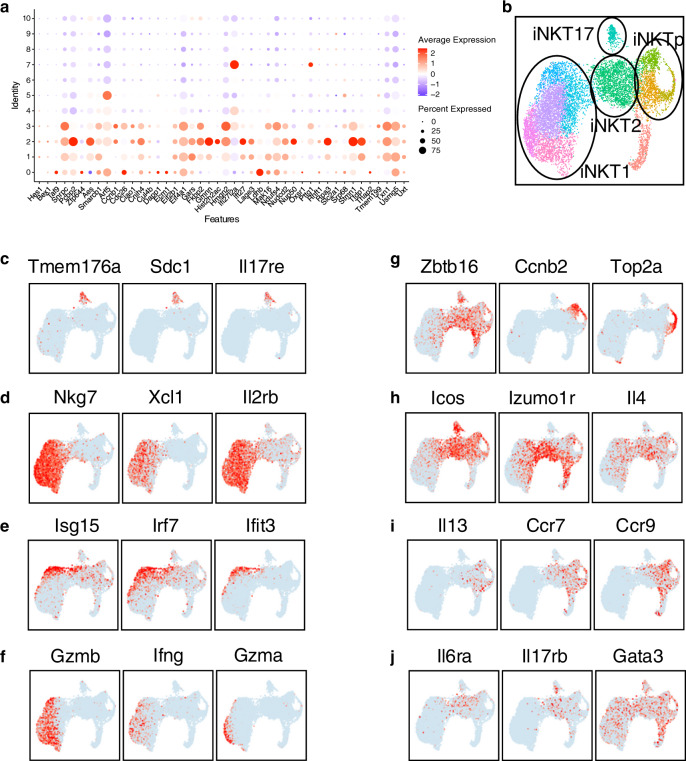
Gene expression profile of stage 0 iNKT cells. **a** Dot plot showing scaled expression of the 44 genes previously described as the iNKTp signature, for each cluster colored by average expression of each gene in each cluster scaled across all clusters. Dot size represents the percentage of cells in each cluster with more than one read of the corresponding gene. **b** Summary of the UMAP defined in Fig. 1 with major NKT subset populations defined by gates. **c** Expression of three typical genes used to define iNKT17 cells. **d** Expression of three typical genes used to define iNKT1 cells. **e** Expression of three typical genes used to define interferon signaling genes. **f** Expression of three typical genes used to define cells in cluster 9. **g**–**j** Expression of twelve genes used to illustrate and define the diversity amongst iNKT2/cycling cells.

Cells pertaining to cluster 5 expressed high levels of the master regulator *Rorc* (Fig. 1f) and other genes whose expression have been shown to be directly dependent on Rorγt in T_H_17 cells^26^, including *Tmem176a*/*b*, *Ltb4r1*, *Il1r1*, and *Il23r* (Fig. 3c and Supplementary Data 1). iNKT17 signature genes also comprised several transcripts whose products are involved in tissue residency (*Itgb7*, *Ccr6*, *Aqp3*) as well as several additional cytokine and cell signaling receptors (*Il17re*, *Il18r1*, *Il7r*, *Sdc1*) (Fig. 3 and Supplementary Data 1) and were defined by their cytokine receptor and signaling pathway activity (Fig. 3).

Cells in the five remaining clusters (clusters 6, 7, 8, 9 and 10) were considered iNKT1 cells, as they expressed transcripts for *Tbx21* (Fig. 1f), *Il2rb* (coding for CD122), *Nkg7*, and *Xcl1* (Fig. 3d). Interestingly, cells in cluster 6, which neighbor the iNKT2 cells belonging to cluster 4 on the UMAP (Fig. 1), appeared as a transitional population bearing a mixed transcriptional signature observed in cells from cluster 8 (*Klrd1*, *Xcl1*, *Cd7*, *Nkg7*, *Ms4a4b*, *Dusp1* and *Dusp2*) and cells from cluster 4 (*Izumo1r*) (Fig. 3h). These cells were nevertheless further defined by higher expression of transcripts encoding for *Junb*, *Ltb* and several members of the GTPase of the immunity-associated protein (GIMAP) family (*Gimap4, 3 and 6*) (Sup. Data 1**)**. These results suggest that cells in cluster 6 represent an intermediary state between iNKT2 cells and iNKT1 cells. Independent pseudo-temporal ordering using the Monocle v3 (ref. ^27^) and Slingshot^28^ trajectory inference packages to place iNKT cell populations along possible developmental trajectories, with stage 0 cells defined as the root, supports this possibility (Sup. Fig. 1). Cells in clusters 9 and 10 had enriched expression of transcripts for *Gzma*, *Gzmb*, *Ifng*, *Ccl5*, *Xcl1*, *Fcer1g* and *Ly6c2* and killer cell lectin type receptors (*Klrk1*, *Klre1*, *Klra5*, *Klra9*, *Klrc1*, *Klrd1*, *Klrc2*) suggesting that they might represent a further step in the maturation of iNKT1 cells associated with the acquisition of cytotoxicity (Fig. 3f and Supplementary Data 1). Flow cytometry analysis confirmed increase of granzyme A and B proteins expression in Ly6C^+^ iNKT1 cells compared to Ly6C^−^ iNKT1 cells (Supplementary Fig. 2). Finally, cells in cluster 7 had a unique transcriptional signature with high expression of type I interferon response genes such as *Isg15* and *20*, *Ifit1* and *3*, *Irf7* and *Stat1* (Fig. 3e and Supplementary Data 1), perhaps suggesting that tonic type-I interferon signaling might be involved in the final maturation of iNKT cells, similar to what has been reported for conventional T cell development^29^.

### Altered iNKT cell development in *Hivep3*-deficient mice

We detected high levels of *Hivep3* transcripts in stage 0 iNKT cells (Fig. 2d), which codes for the zinc finger protein HIVEP3 that functions both as a transcription factor and an adapter protein^30–33^. *Hivep3*^−/−^ mice exhibited a large reduction in the proportion and numbers of iNKT cells in all organs examined, including the thymus, spleen, liver, inguinal lymph nodes and lungs (Fig. 4a,b). This represented a cell-intrinsic consequence of *Hivep3* deficiency as revealed by competitive bone marrow chimeras (Fig. 4c). To dissect the developmental stage at which the absence of *Hivep3* expression affected iNKT cells, we performed magnetic bead-based tetramer enrichment of thymic iNKT cells and stained for markers used to define the various stages of development (CD24, CD44 and NK1.1) (Fig. 4d) as well as for transcription factors used to define iNKT cell subsets (PLZF, Rorγt and T-bet) (Fig. 4f). The percentages of cells at stages 0, 1 and 2 were increased in *Hivep3*^−*/*−^ mice while the proportion of cells at stage 3 was decreased. However, while the total cell number of stage 0 iNKT cells was not significantly different between C57BL/6 and *Hivep3*^−/−^ mice, the number of cells at any subsequent developmental stage was largely and significantly decreased (Fig. 4e). These results indicate that positive selection of iNKT cells is not altered in the absence of *Hivep3* expression, and that the cells are developmentally blocked immediately following stage 0. Surprisingly, the relative proportions of iNKT2, iNKT17 and iNKT1 were only minimally affected, although the numbers of all mature iNKT subsets were dramatically reduced in *Hivep3*^−/−^ thymi (Fig. 4f, g). Thus, the development of iNKT cells in *Hivep3*^−/−^ mice is essentially arrested at stage 0, although a few cells can overcome this block and differentiate into the mature iNKT cell subsets. Nevertheless, we noticed that the remaining iNKT cells in *Hivep3*^−/−^ mice had overall higher TCR expression levels and that the PLZF protein levels at each developmental stage were reduced (Supplementary Fig. 5), collectively hinting at the possibility that the few iNKT remnants in *Hivep3*^−/−^ mice did not develop normally.

**Fig. 4:**
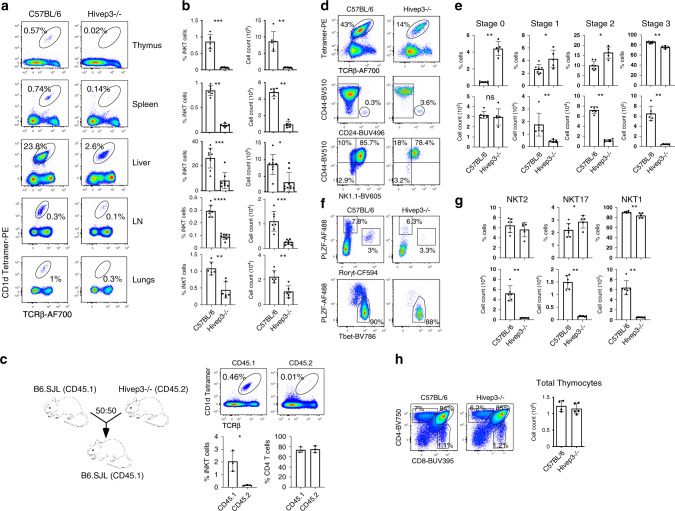
Intrinsic deficiency of iNKT cells in *Hivep3*^−/−^ mice. **a** iNKT cell proportions in C57BL/6 and *Hivep3*^−/−^ mice were identified in the indicated tissues by staining with PBS57-CD1d tetramers and an antibody targeting TCRβ. For the lung and liver samples, cells were first gated on viability dye negative, CD45^+^ and CD19^−^ cells, while for the other organs cells were gated on viability dye negative cells. **b** Quantified iNKT cell proportions and numbers in C57BL/6 and *Hivep3*^−/−^ mice in each of the indicated tissues. Data are from 3 independent experiments with 6 thymus, 6 spleen, 8 liver, 7 lymph node and 6 lung tissues analyzed from C57BL/6 mice and 7 thymus, 6 spleen, 9 liver, 8 lymph node and 7 lung tissues analyzed from *Hivep3*^−/−^ mice. Thymus *p* = 0.0006 and *p* = 0.0012, Spleen *p* = 0.022 and *p* = 0.022, Liver *p* = 0.0003 and *p* = 0.0111, LN *p* < 0.0001 and *p* = 0.002, Lungs *p* = 0.022 and *p* = 0.043 for *p*ercentages and absolute numbers, respectively. **c** *Left*, Cartoon depicting the competitive bone marrow chimera strategy in which CD45.1 C57BL/6 bone marrow was mixed at a 50:50 ratio with CD45.2 *Hivep3*^−/−^ bone marrow and subsequently transferred into irradiated CD45.1 recipient mice. *Right*, iNKT and single positive CD4^+^ T cell proportions were quantified from both C57BL/6 (CD45.1) and *Hivep3*^−/−^ (CD45.2) mice after immune reconstitution. Data are from one experiment with 3 mice per condition. **d**–**g** Data are from 2 independent experiments with a total of 7 C57BL/6 and 5 Hivep3^−/−^ mice. iNKT cells from C57BL/6 and *Hivep3*^−/−^ mice were categorized based on expression of CD24, CD44, NK1.1 into stage 0, stage 1, stage 2 and stage 3 and subsequently quantified for their relative proportions and numbers. Stage 0 *p* = 0.0025 and *p* = 0.9, Stage 1 *p* = 0.048 and *p* = 0.0027, Stage 2 *p* = 0.01 and *p* = 0.0025, Stage 3 *p* = 0.0025 and *p* = 0.0023 for percentages and absolute numbers, respectively (**d**, **e**) and also categorized based on expression of PLZF, Rorγt and T-bet into iNKT1, iNKT2 and iNKT17 and subsequently quantified for their relative proportions and numbers iNKT1 *p* = 0.0025 and *p* = 0.0025, iNKT2 *p* = 0.3434 and *p* = 0.0027, iNKT17 *p* = 0.046 and *p* = 0.0025 for percentages and absolute numbers, respectively (**f**, **g**). **h** *Left*, Flow cytometry analysis depicting DP, CD4 and CD8 proportions in WT and KO mice. *Right*, Histograms quantifying total thymic cellularity. Data are from 2 independent experiments with a total of 4 C57BL/6 and 5 Hivep3^−/−^ mice. Data in the figure are mean ± SD with dots representing individual values. Source data are provided as a source data file.

### Single cell RNA-seq analysis of Hivep3^−/−^ iNKT cells

To gain further insight into how *Hivep3* deficiency affects iNKT cell development, we performed two independent scRNA-seq experiments using PBS57-CD1d-tetramer^+^ cells sorted from the thymi of 8-week old *Hivep3*^−/−^ mice, using a similar sort strategy to the one we used to sort our C57BL/6 samples. The two distinct scRNA-seq datasets were integrated with the C57BL/6 data and corrected for batch effects (Fig. 5a, b). The transcriptional profile of *Hivep3*^−/−^ iNKT cells was rather similar to C57BL/6 iNKT cells, with unsupervised graph-based clustering revealing 10 different clusters common to both genotypes (Fig. 5b). The proportion of cells in cluster 0 (stage 0 cells) was increased in *Hivep3*^−/−^ iNKT cells, in agreement with a block in development at, or immediately following, that stage (Fig. 4). A greater proportion of cells from *Hivep3*^−/−^ than from C57BL/6 mice was also found in cluster 1 (~1% of C57BL/6 cells vs ~7.5% of *Hivep3*^−/−^ cells). Interestingly, these *Hivep3*^−/−^ cells displayed a predominant iNKT1 gene signature (Supplementary Fig. 3). By contrast, the proportion of proliferating cells in clusters 2 and 3 was under-represented in *Hivep3*^−/−^ cells compared to C57BL/6 cells (Fig. 5c), which was confirmed by staining for the Ki67 proliferation marker and BrdU incorporation (Supplementary Fig. 4). Although the proportion of cells in the iNKT2 and iNKT17 clusters (clusters 4 and 5) did not appear dramatically different between C57BL/6 and *Hivep3*^−/−^ cells, *Hivep3*^−/−^ iNKT1 cells were largely in cluster 9 and fewer cells were assigned to cluster 6 compared to the C57BL/6 iNKT1 cells (Fig. 5b, c). Altogether, these results show that in the absence of *Hivep3*, iNKT development is blocked at stage 0, with a few cells able to further progress in an aberrant fashion, bypassing the proliferative burst and instead acquiring an iNKT1 transcriptional signature earlier during development.

**Fig. 5:**
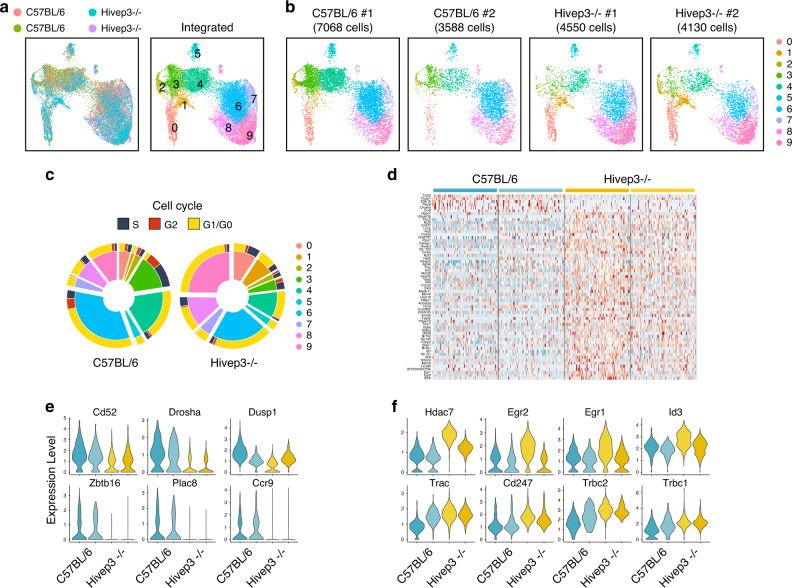
scRNA-seq analysis of steady-state thymic iNKT cells from *Hivep3*^−/−^ mice. **a** *Left*, Uniform manifold approximation and projection (UMAP) displaying two independent scRNA-seq data sets from C57BL/6 and two independent *Hivep3*^−/−^ thymic iNKT cells colored by sample of origin after MNN batch-correction. *Right*, UMAP colored by inferred cluster identity for the integrated dataset. **b** Individual UMAP plots for each biological sample in the dataset, with the sample and number of cells passing quality control and filtering indicated above each plot. **c** Cell cycle scores were computed for each cell in the dataset using the R Seurat package and then categorized into S, G2 or G1/G0 phases. Pie charts depict the proportion of C57BL/6 (*Left*) and *Hivep3*^−/−^ (*Right*) cells within each cluster belonging to a given phase of the cell cycle. **d** Heatmap displaying expression levels of 65 differentially expressed genes across stage 0 iNKT cells in the dataset. The sample to which a given cell belongs are indicated at the top of the heatmap. **e**, **f** Violin plots displaying aggregate expression levels per sample of genes that are expressed higher in C57BL/6 (**e**) or higher in *Hivep3*^−/−^ (**f**) stage 0 iNKT cells.

Since *Hivep3* expression in C57BL/6 cells is limited to the early stages of development, we next determined how its absence affected gene expression in stage 0 cells (Supplementary Data 2). We found 65 DEGs between C57BL/6 and *Hivep3*^−/−^ stage 0 cells (Fig. 5d). Eight transcripts were expressed at lower levels in stage 0 *Hivep3*^−/−^ cells compared to C57BL/6 cells - *Cd52*, *Dusp1*, *Zbtb16*, *Plac8*, *Id2*, *Ccr9* and *Drosha* (Fig. 5d, e). All other stage 0 DEGs had higher expression in *Hivep3*^−/−^ cells compared to C57BL/6 cells, including transcripts encoding the TCR chains and the CD3ζ subunit (*Trbc2*, *Trbc1*, *Trac*, *Cd247*) (Fig. 5f), potentially explaining the higher level of TCR expression observed on *Hivep3*^−/−^ cells. Transcripts for several TFs downstream of TCR signaling, including *Egr1*, *Egr2*, *Nr4a1*, *Id3*, *Ikzf3* (Fig. 5f), also displayed higher expression in *Hivep3*^−/−^ cells, suggesting that the KO cells might have received stronger signaling during positive selection. Interestingly, *Hivep3*^−/−^ stage 0 iNKT cells also expressed higher levels of transcripts encoding histone deacetylase 7 (*Hdac7*, Fig. 5f), which was recently shown in a gain-of-function mouse transgenic model to similarly interfere with iNKT cell development^34^.

Analyzing the remaining 9 clusters across strains revealed 785 DEGs between C57BL/6 and *Hivep3*^−/−^ cells (Supplementary Data 2). Notable amongst these DEGs were the decreased levels of *Ccr9* and *Ccr7* transcripts in *Hivep3*^−/−^ cells compared to C57BL/6 cells, whose protein products are required for the migration of iNKT cell precursors from the cortex to the medulla^35^. Transcripts encoding two Bcl-2 family members, *Bcl2a1b* and *Bcl2a1d*, were also largely decreased in *Hivep3*^−/−^ cycling cells, perhaps affecting their survival (Fig. 6 and Supplementary Data 2). *Cd4* and *Icos* transcripts were also decreased (Fig. 6), which was further reflected at the protein level (Supplementary Fig. 5). Both *Il13* transcripts, which are found in early cycling iNKTp cells, and *Il4* transcripts, which are otherwise expressed in cycling and more mature iNKT2 cells, were reduced in the absence of *Hivep3* (Fig. 6). These results suggest that *Hivep3*^−/−^ iNKT cells do not express appropriate amounts of the pre-formed mRNAs encoding these two cytokines, a hallmark of iNKT cell differentiation^36,37^. Perhaps as a consequence, stimulation of peripheral iNKT cells in vivo with the agonist ligand α-GalCer, showed a defect in IL-4 production, while IFNγ production was less affected (Supplementary Fig. 6). Similar to what was observed in progenitor cells (Fig. 5e), the levels of *Zbtb16* transcripts were also found significantly decreased in subsequent developmental stages lacking *Hivep3* expression (Fig. 6 and Supplementary Fig. 5). Finally, expression of transcripts encoding the ribonuclease DROSHA, which is responsible for the initiation step of miRNA processing, was mostly absent in *Hivep3*^−/−^ cells (Fig. 6), perhaps contributing to the observation that 70% of DEGs in these 9 clusters display higher expression levels in *Hivep3*^−/−^ cells compared to C57BL/6 cells. These included several iNKT1-associated transcripts, such as *Klra1* and *Klra5* (Fig. 6 and Supplementary Data 2).

**Fig. 6:**
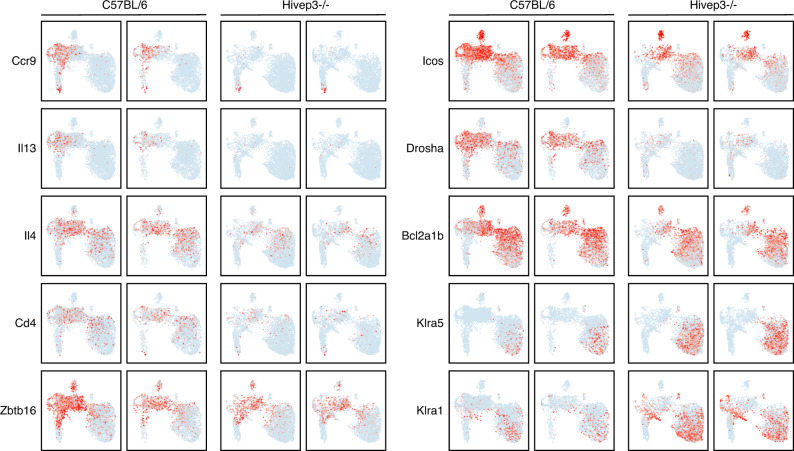
Expression profiles of genes differentially expressed between C57BL/6 and *Hivep3*^−/−^ iNKT cells by scRNA-seq. Expression of selected genes in the C57BL/6 and *Hivep3*^−/−^ single cell RNA-seq samples. Each dot represents one cell and gene expression is plotted along a colorimetric gradient, with red corresponding to high expression.

### HIVEP3 activity influences chromatin landscape of iNKT subsets

To assess whether and how HIVEP3 protein might influence iNKT cell development via regulatory elements, we compared chromatin accessibility between C57BL/6 and *Hivep3*^−/−^ iNKT1, iNKT2 and iNKT17 cells by ATAC sequencing (ATAC-seq). iNKT1, iNKT2 and iNKT17 cell subsets each showed a unique chromatin landscape, with regions of accessibility specific to each subset (Supplementary Fig. 7). 

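ATAC-seq, which marks open chromatin by having a transposase insert sequencing adapters into it, was performed on iNKT1, iNKT2 and iNKT17 cells sorted from the thymi of C57BL/6 and *Hivep3*-/- mice. There were 2 libraries for each subset and genotype and 12 libraries in all. The paper describes sorting from pooled thymi and transposing the subsets together, while the sample titles number single mice. The 3 subsets of 1 genotype and replicate number are taken as 1 pool here and not as independent animals, which neither the paper nor the labels state. The deposited table gives 1 value per library for 63309 non-overlapping regions of 500 bp on mm10, of which 1144 lie on the X chromosome and 0 on the Y chromosome. The authors trimmed and mapped the reads, merged the peaks of all replicates, counted the transposase insertions in each region and normalized the counts with voom. The values are log2 insertions per kilobase, scaled to the total of the library, and share their upper quantiles between the libraries. Every listed region is above 3 on this scale in at least 1 library. Summed on the linear scale, the libraries hold between 1915051 and 1919037, which the normalization fixes, so these sums do not show the depth. Insertion counts are not part of the values, and no counting interval can be given. The number of different values up to a library's median was taken to grow with its depth, which cannot be checked without counts. It was 139 and 169 in C57BL/6 iNKT1, 227 and 491 in *Hivep3*-/- iNKT1, 219 and 159 in C57BL/6 iNKT2 and 91 and 118 in *Hivep3*-/- iNKT2 libraries. It was 141 and 134 in C57BL/6 iNKT17 and 85 and 73 in *Hivep3*-/- iNKT17 libraries. Differences were tested on the deposited log2 values with limma, with 1 mean for each of the 6 groups, a spread shared by all 12 libraries and a trend of that spread on the mean. A region entered a comparison when its linear mean was at least 5 in either group, the paper's definition of an accessible region. It was called differentially accessible at a Benjamini-Hochberg adjusted p under 0.1 and a change of at least 3-fold, which are the paper's thresholds.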

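In C57BL/6 mice, 2908 regions were specific to iNKT1, 2121 to iNKT2 and 3831 to iNKT17 cells, where specific means differentially accessible against, and higher than in, each of the other two subsets. The paper's text does not name the rule behind its own subset-specific regions. In *Hivep3*-/- mice, the same rule gave 3392, 2121 and 3483 regions, of which 2291, 1153 and 3110 were specific to the same subset in both genotypes. The largest effect of a processing choice came from a pseudocount of 5 on the linear scale, with which 862, 364 and 1889 regions were specific in C57BL/6 mice. Leaving out single C57BL/6 libraries gave 2785–2962, 2022–2107 and 3757–3877 regions.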

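Over the 63308 regions accessible in at least 1 group, the Euclidean distance between log2 values averaged 111 between the replicates of a group (6 pairs, range 85.3–131). Between C57BL/6 and *Hivep3*-/- libraries of the same subset it averaged 157 (12 pairs, range 140–178), so that each of these 12 distances was larger than the largest distance between replicates. It was 155 in iNKT1, 172 in iNKT2 and 143 in iNKT17 cells. Between subsets of 1 genotype it averaged 391 (24 pairs, range 318–449), with 342 between iNKT1 and iNKT2, 438 between iNKT1 and iNKT17 and 392 between iNKT2 and iNKT17 cells. The mean distance between genotypes was 0.401 of the mean distance between subsets, and 0.454 of it when distances were taken on linear values. For each of the 12 libraries, the nearest other library was its own replicate. The distances share libraries and are not independent, so no p is given.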

The analyses showed that *Hivep3*^−/−^ samples were closely related to the C57BL/6 samples for each iNKT cell subset, based on global chromatin accessibility signal compared by pairwise Euclidean distances between each individual replicate (Fig. 7a). To investigate whether there were specific changes in chromatin accessibility in iNKT cells from *Hivep3*^−/−^ mice, we compared the accessible regions between C57BL/6 and *Hivep3*^−/−^ backgrounds for each subset (Fig. 7b). 

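The comparison covered 54145 regions in iNKT1, 55049 in iNKT2 and 54311 in iNKT17 cells. At any fold change, 5098, 9035 and 2525 of them had an adjusted p under 0.1 in limma. Before adjustment, 9644, 13911 and 8570 regions had a p under 0.05. Averaged over the 3 subsets, 335 of 63308 regions were differentially accessible, with 128 more accessible and 207 less accessible in *Hivep3*-/- cells. Most differentially accessible regions had low values. The median linear value of the genotype with the higher mean was 9.91 in iNKT1, 10.8 in iNKT2 and 8.72 in iNKT17 cells, against 20.7, 20.5 and 20.4 over all tested regions. The median in the other genotype was 2.44, 2.50 and 2.16, below the accessible level.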

We identified 498 regions in iNKT1 cells and 730 regions in iNKT2 that were significantly (3-fold change, *p*_adj_ < 0.1) differentially accessible between C57BL/6 and *Hivep3*^−/−^ cells. In contrast, only 102 regions were found differentially accessible between C57BL/6 and *Hivep3*^−/−^ iNKT17 cells. 

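In iNKT1 cells, 625 regions (1.15% of those tested) were differentially accessible, 482 of them more accessible and 143 less accessible in *Hivep3*-/- cells. The share that was more accessible was 77.1% (95% Wilson interval 73.7–80.2, with regions taken as independent). In iNKT2 cells, 923 regions (1.68%) were differentially accessible, and 261 of them (28.3%, interval 25.5–31.3) were more accessible and 662 less accessible in *Hivep3*-/- cells. In all 625 and all 923 regions, both libraries of one genotype lay above both of the other, for which the smallest two-sided exact permutation p with 2 libraries against 2 is 0.333. As a ratio, a pseudocount of 5 on the linear scale moved the counts most and left 26 and 68 regions, while a 2-fold threshold gave 1928 and 2812. In iNKT1 cells, 411 regions were differentially accessible without C57BL/6 replicate 1 and 413 without *Hivep3*-/- replicate 2. Introns held 42.6% of the differentially accessible regions in iNKT1 and 51.8% in iNKT2 cells, against 32.0% and 32.3% of the tested regions. Promoters, taken as 1000 bp on either side of a transcription start site, held 8.64% and 7.80% of them, against 37.7% and 37.4% of the tested regions. By the number of different values up to the median, the *Hivep3*-/- libraries were the deeper ones in iNKT1 and the shallower ones in iNKT2 cells. Regions specific to iNKT2 cells in C57BL/6 mice had a median change of 0.74 in *Hivep3*-/- iNKT1 libraries, and regions specific to iNKT1 cells had one of −0.36 in *Hivep3*-/- iNKT2 libraries. Over the regions specific in both genotypes, a filter that the change itself helps to decide, these medians were 0.27 and −0.63.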

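Of the 3 largest rises in iNKT1 cells, one lay on chromosome 17 from 12174190 to 12174689, in an intron of *Agpat4*. Both C57BL/6 libraries sat at their lowest value there, so no fold change is given, and the *Hivep3*-/- mean was 2.63 ± 0.09 (SD, n = 2) on the log2 scale (adjusted p = 0.000226, limma). The next rise, on chromosome 2 from 59513486 to 59513985 and 29.1 kb from the start of *Dapl1*, was 5.49 on the log2 scale (standard error 0.43, adjusted p = 2.15e-05, with 1 of 2 C57BL/6 libraries at its lowest value). At the promoter of *Lpar3* (chromosome 3, 146220647–146221146) accessibility rose by 5.11 (standard error 0.30, adjusted p = 2.65e-06, again with 1 C57BL/6 library at its lowest value), and this region fell below the accessible level when *Hivep3*-/- iNKT1 replicate 2 was left out. The 2 largest falls in iNKT1 cells were neighbours in an intergenic stretch of chromosome 5 between *Rell1* and *Pgm2*. The region from 64037740 to 64038239 changed by −7.06 (standard error 0.66, adjusted p = 6.17e-05, with 1 *Hivep3*-/- library at its lowest value), and the region from 64030654 to 64031153 by −5.83 (standard error 0.35, adjusted p = 2.65e-06). In no *Hivep3*-/- library did either of them reach the accessible level. The latter region was also among the 3 largest falls in iNKT2 cells, with a change of −6.25 (adjusted p = 4.05e-06). The other two were on chromosome 12 from 52887280 to 52887779, in an exon of *Akap6* (adjusted p = 0.00136), and on chromosome 5 from 118010770 to 118011269, 16.7 kb from the start of *Tesc* (adjusted p = 7.42e-05). Both *Hivep3*-/- iNKT2 libraries sat at their lowest value in these regions, against C57BL/6 means of 3.15 ± 0.16 and 2.68 ± 0.30 (SD, n = 2). Among the largest rises in iNKT2 cells were an intergenic region on chromosome 12 from 15571566 to 15572065, whose nearest gene is *Trib2*, and a region in an intron of *Fhit* on chromosome 14 from 10918075 to 10918574. The first rose by 3.78 (standard error 0.91, adjusted p = 0.0182), which became 2.30 (adjusted p = 0.173) without C57BL/6 iNKT2 replicate 2. The second rose by 3.71 (standard error 1.22, adjusted p = 0.0685), and leaving out any of the 4 iNKT2 libraries raised its adjusted p to between 0.175 and 0.290.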

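In iNKT17 cells, 147 regions (0.271% of those tested) were differentially accessible, 72 more accessible and 75 less accessible in *Hivep3*-/- cells. The share that was more accessible was 49.0% (95% Wilson interval 41.0–57.0). Both libraries of one genotype lay above both of the other in all 147. Without *Hivep3*-/- iNKT17 replicate 1 the count was 261, and leaving out the other libraries of this subset gave 106–192. The direction also rested on single libraries, since the share that was more accessible was 31.0% without *Hivep3*-/- replicate 2 and 66.1% without C57BL/6 replicate 2. A pair of neighbouring regions in *Camk2b* on chromosome 11 were among the 3 largest rises. They lay in an exon (6011912–6012411), where accessibility rose by 4.30 on the log2 scale (standard error 0.56, adjusted p = 0.00338, limma), and in an intron (6010730–6011229), where it rose by 3.76 (standard error 0.29, adjusted p = 7.82e-05). The intergenic region on chromosome 5 from 64030654 also fell in iNKT17 cells, by −5.03 (standard error 0.35, adjusted p = 4.12e-05). At its neighbour from 64037740 both *Hivep3*-/- iNKT17 libraries sat at their lowest value, against a C57BL/6 mean of 2.45 ± 0.21 (SD, n = 2; adjusted p = 0.00245). The third of the largest falls was in an exon of *Prdm10* on chromosome 9 (31346439–31346938), with a change of −4.01 (standard error 0.57, adjusted p = 0.00578, with 1 of 2 *Hivep3*-/- libraries at its lowest value). Without C57BL/6 iNKT17 replicate 1, the *Prdm10* region and the region from 64037740 were below the accessible level and were not tested. Differentially accessible regions shared by all 3 subsets numbered 16, each changed in the same direction in all of them.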

Some, but not all, of these differentially accessible regions surrounded genes that were also found differentially expressed transcriptionally. For example, the chromatin surrounding the *Cd247* gene was clearly more accessible in *Hivep3*^−/−^ cells compared to C57BL/6 cells, irrespective of subset (Fig. 7c), in agreement with higher *Cd247* transcript levels in *Hivep3*^−/−^ cells (Sup. Data 2). By contrast, accessibility of peaks surrounding the *Ccr9* and *Drosha* genes was diminished in *Hivep3*^−/−^ cells compared to C57BL/6 cells and this was most apparent in specific iNKT cell subsets (Fig. 7c). 

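Supplementary Data 2 lists the transcripts that differ between the genotypes in each single-cell cluster. The copy read here holds 849 entries, 1 fewer than the paper counts, and 56 of them have an adjusted p above 0.05 in the table itself. The entries name 420 genes, of which 417 were placed on mm10. Of the 412 genes with a tested region in the gene body or within 10 kb of it, 62 (15.0%) had at least 1 differentially accessible region in some subset. When each region was assigned to the nearest transcription start site within 100 kb, 69 of 389 genes (17.7%) had one. With clusters matched to their own sorted subset, 21 of 214 pairs of gene and subset had a differentially accessible region, from 16 different genes, and in all 21 pairs the region and the transcript changed in the same direction. One of the 21 is *Xist* in iNKT17 cells, which depends on the sex of the mice. Seen from the regions, 49 of the 625 in iNKT1 (7.84%), 72 of the 923 in iNKT2 (7.80%) and 24 of the 147 in iNKT17 cells (16.3%) lay at a listed gene. The overlap was not tested against chance, because the genes that could be detected in the single-cell data are not used here.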

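*Cd247* (ENSMUSG00000005763.15) lies on chromosome 1 from 165788681 to 165877277, and 33 regions fall in it or within 10 kb of it. In *Hivep3*-/- cells, 23 of 24 tested regions rose in iNKT1, 32 of 33 in iNKT2 and 31 of 32 in iNKT17 cells, with median log2 changes of 1.14, 1.09 and 1.10. Of these, 4, 12 and 11 were differentially accessible, and none of the tested regions was differentially less accessible in limma. The 16 different regions behind these counts all lay in introns. The region from 165796787 to 165797286 was differentially accessible in all 3 subsets, with a rise of 4.18 in iNKT1 (standard error 0.57, adjusted p = 0.000874), 3.50 in iNKT2 (adjusted p = 0.00226) and 2.32 in iNKT17 cells (adjusted p = 0.0552). The largest rise in iNKT2 cells, 4.13 at 165820642–165821141 (standard error 0.47, adjusted p = 0.000267), took the mean from 0.33 ± 1.23 to 4.46 ± 0.002 (SD, n = 2). In iNKT17 cells the largest rise was 3.55 at 165824121–165824620 (standard error 0.43, adjusted p = 0.00217). The rise differed between subsets at 3 of 33 regions, each with a smaller rise in iNKT1 than in iNKT2 cells, while no region passed both thresholds between iNKT17 and either other subset.

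**Figure D1:**
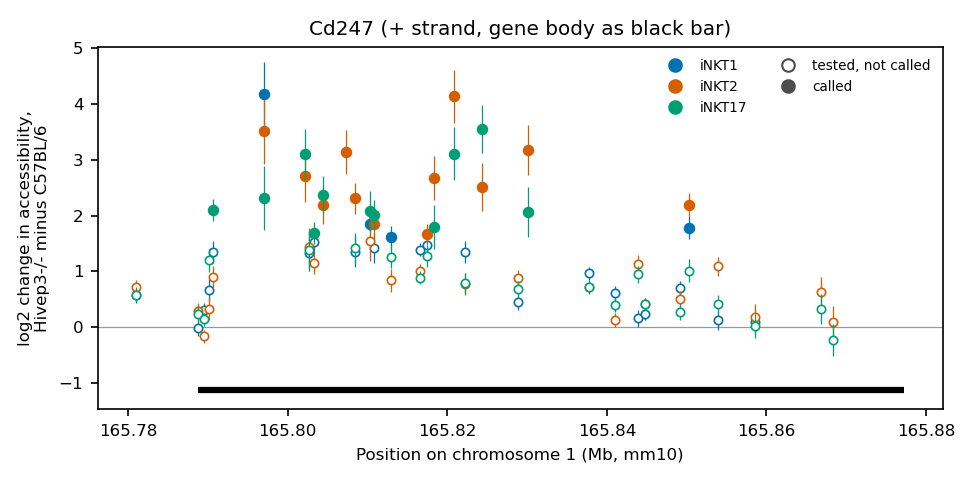
Log2 change in accessibility (*Hivep3*-/- minus C57BL/6) of the regions at *Cd247* by their position on chromosome 1, coloured by subset, with filled points for differentially accessible regions and bars for 1 standard error from limma. Nearly all regions lie above 0 in each subset, and the largest changes lie in introns.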

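*Ccr9* (ENSMUSG00000029530.16, chromosome 9, 123678439–123784330) has 13 regions in it or within 10 kb of it, of which 2 in iNKT1, 3 in iNKT2 and 0 in iNKT17 cells were differentially less accessible in *Hivep3*-/- cells. At the promoter region from 123766937 to 123767436, accessibility in iNKT2 cells changed by −2.96 on the log2 scale (standard error 0.59, adjusted p = 0.00711, limma). In the exon from 123768322 to 123768821 the change was −1.94 in iNKT1 (adjusted p = 0.0159) and −2.88 in iNKT2 cells (adjusted p = 0.00128). In the exon from 123768947 to 123769446 it was −2.78 in iNKT1 (standard error 0.51, adjusted p = 0.00577) and −2.77 in iNKT2 cells (adjusted p = 0.00427). In iNKT17 cells these 3 regions were below the accessible level in both genotypes and were not tested. The largest fall among the 7 regions tested there was −0.60 (123723042–123723541, adjusted p = 0.214). *Drosha* (ENSMUSG00000022191.16, chromosome 15, 12824815–12935291) has 9 regions, of which 5 in iNKT1, 1 in iNKT2 and 0 in iNKT17 cells were differentially less accessible. Median changes were −1.77, −0.13 and −0.72. The largest was −4.21 in iNKT1 cells at 12928963–12929462 (standard error 0.49, adjusted p = 0.000265), an intron, where the mean went from 4.01 ± 0.26 to −0.20 ± 0.57 (SD, n = 2). The same region changed by −1.95 in iNKT2 cells (adjusted p = 0.0218, and 0.126 without C57BL/6 iNKT2 replicate 1). All 6 *Hivep3*-/- libraries were below the accessible level there. In the exon from 12923776 to 12924275, the change was −2.28 in iNKT1 (standard error 0.16, adjusted p = 9.84e-06), −0.06 in iNKT2 and −1.13 in iNKT17 cells (adjusted p = 0.00583). The change differed between iNKT1 and iNKT2 cells by at least 3-fold and at an adjusted p under 0.1 at 3 of the 9 *Drosha* regions. Between iNKT17 and either other subset no *Drosha* region passed both thresholds, although fitted differences beyond 3-fold to iNKT1 cells were seen (for example −2.02, adjusted p = 0.168). With the replicate number as a block, 1 region passed them between iNKT1 and iNKT17 cells.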

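Motif signal was measured for 9 transcription factor motifs, each written as a consensus sequence with ambiguity codes and searched on both strands of every region of mm10. Between 812 (Egr) and 11027 (Runt) of the 63308 accessible regions held a motif, and 5446 held the NF-κB motif. In each library, the linear signal over the regions with a motif was divided by the signal these regions would have if all libraries shared 1 profile, and the excess was given in percent. The mean excess of 50 background sets, drawn from regions of like GC content and mean signal (20 bins of each), was then subtracted to give the motif deviation. Deviations were compared between groups with limma over all 9 motifs, and p was adjusted over the 27 comparisons of motif and subset. The HOMER matrices were not used, so the deviations are not on the scale of Fig. 7d.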

To associate changes in chromatin accessibility between different iNKT subsets with potential transcriptional regulators, we compared the changes in ATAC-seq signal at peaks containing known TF binding motifs between all samples using the ChromVAR package (Fig. 7d). As previously shown^38^, iNKT1 cells had the highest signal at regions containing Tbox, Runt and Ets binding motifs; peaks containing TCF, NFAT and Egr binding motifs had highest signal in iNKT2 cells, and peaks containing Rorγt binding sites had the highest signal in iNKT17 cells (Fig. 7d). 

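In C57BL/6 mice, the Tbox motif deviation was 21.9 ± 1.9% in iNKT1, −3.37 ± 0.395% in iNKT2 and −14.1 ± 0.445% in iNKT17 cells (SD, n = 2). The Runt deviation was higher in iNKT1 than in iNKT2 by 3.87 percentage points (standard error 0.360, adjusted p = 2.39e-05, limma) and than in iNKT17 cells by 2.69 (adjusted p = 0.000194). For the ETS motif these differences were 6.18 and 13.5 points (standard error 0.743). TCF deviation was 7.48 ± 0.0143% in iNKT2 cells, above −7.70 ± 0.511% in iNKT1 and 0.566 ± 0.110% in iNKT17 cells. For NFAT, iNKT1 minus iNKT2 gave −2.40 points (adjusted p = 0.000123) and iNKT2 minus iNKT17 cells 3.92 points (adjusted p = 6.45e-06). Egr gave −3.53 points for iNKT1 minus iNKT2 (adjusted p = 0.000194) and 1.46 points for iNKT2 minus iNKT17 cells (adjusted p = 0.0229). Leaving out single libraries gave 0.947–1.97 points for Egr in iNKT2 minus iNKT17 cells. A stricter consensus moved the Tbox differences most, to 49.9 points against iNKT2 and 69.1 points against iNKT17 cells. It also changed the sign of the Runt difference between iNKT2 and iNKT17 cells, from −1.18 to 0.0246. With backgrounds matched on mean signal alone, the adjusted p rose to 0.152 for Runt against iNKT17, to 0.468 and 0.157 for NFAT and to 0.492 for Egr against iNKT17 cells. In camera set tests of the log2 values, the adjusted p was 0.403 and 0.675 for Runt, 0.267 for ETS against iNKT2, 0.838 and 0.675 for NFAT and 0.13 and 0.675 for Egr, and a fry set test gave Runt against iNKT17 cells the other sign. The Rorγt motif deviation was 61.5 ± 4.6% in iNKT17, −30.5 ± 1.1% in iNKT1 and −30.3 ± 0.92% in iNKT2 cells of C57BL/6 mice.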

Interestingly, the analysis also demonstrated that peaks containing the NF-κB binding motif were more accessible in *Hivep3*^−/−^ cells compared with C57BL/6 cells, in all three subsets (Fig. 7d). This is in agreement with previous reports showing that HIVEP3 can directly compete with NF-κB for DNA binding^39^. 

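The NF-κB motif deviation was higher in *Hivep3*-/- than in C57BL/6 cells by 4.22 percentage points in iNKT1 (standard error 2.42, adjusted p = 0.222, limma), by 4.39 points in iNKT2 (adjusted p = 0.217) and by 7.35 points in iNKT17 cells (adjusted p = 0.0538). The means went from −4.72 ± 2.62% to −0.498 ± 2.51% in iNKT1, from −2.05 ± 0.530% to 2.34 ± 2.59% in iNKT2 and from −1.22 ± 2.94% to 6.14 ± 3.69% in iNKT17 cells (SD, n = 2). Every *Hivep3*-/- library was above every C57BL/6 library of its subset, and 0.333 is the smallest two-sided exact permutation p within a subset. Replicate 2 was above replicate 1 in all 6 groups, by 3.51 points on average. With the replicate number as a block, the adjusted p was 0.00536 in iNKT1 and 0.00530 in iNKT2 cells (standard error 0.909), although neither the labels nor the paper say that the numbers mark batches. Without the block, the adjusted p in iNKT17 cells rested on single libraries. Without C57BL/6 replicate 1 the difference was 5.27 points (adjusted p = 0.201), and without *Hivep3*-/- replicate 2 it was 4.74 points (adjusted p = 0.237). A stricter consensus gave 10.8 points there (adjusted p = 0.107). In iNKT1 and iNKT2 cells, leaving out single libraries gave 2.37–6.07 and 2.56–6.22 points. Differences between subsets in this change were not past the threshold (adjusted p of 0.500–0.962), but with the block those of iNKT1 and iNKT2 against iNKT17 cells were (adjusted p = 0.0831 and 0.0947). At the loci named for accessibility, the consensus occurred in 1 of the 16 differentially accessible regions of *Cd247* and in none of the 3 of *Ccr9* and 5 of *Drosha*. The match at *Cd247* is GGGGGATCCC on the minus strand of chromosome 1 from 165810452 to 165810461.

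**Figure D2:**
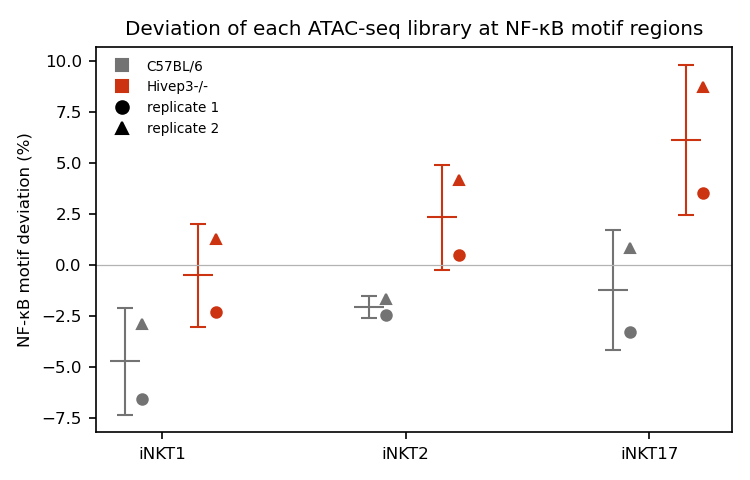
NF-κB motif deviation in percent of each of the 12 libraries, by subset and genotype, with points for libraries and horizontal marks with bars for group means and 1 SD (n = 2). In each subset the *Hivep3*-/- libraries lie above the C57BL/6 libraries, with the highest at 8.75% in iNKT17 cells.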

Finally, *Hivep3*^−/−^ iNKT1 cells displayed an increased in accessibility in Runt and bZIP motifs-containing peaks (Fig. 7d), perhaps predisposing them to a more terminal iNKT1 phenotype. 

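In iNKT1 cells, the Runt motif deviation went from 2.07 ± 0.433% in C57BL/6 to 4.90 ± 0.568% in *Hivep3*-/- libraries (SD, n = 2), a difference of 2.83 percentage points (standard error 0.360, adjusted p = 0.00110, limma). It was past the threshold without any 1 library (2.43–3.23 points). It was not past it with backgrounds matched on mean signal alone (1.89 points, adjusted p = 0.823) or in set tests of the log2 values, where the adjusted p was 0.470 with fry and 0.437 with camera. The bZIP deviation went from −0.940 ± 3.34% to 3.17 ± 1.48%, a difference of 4.11 points (standard error 1.84, adjusted p = 0.145). It passed the threshold with the replicate number as a block (standard error 0.894, adjusted p = 0.00536). Leaving out single iNKT1 libraries gave 1.74–6.47 points, the highest without C57BL/6 replicate 2. Both *Hivep3*-/- libraries were above both C57BL/6 libraries for the 2 motifs. In iNKT2 cells the Runt deviation changed the other way, by −1.93 points (adjusted p = 0.00409), which became 0.0867 with backgrounds matched on mean signal alone. In iNKT17 cells its change was −0.216 points (adjusted p = 0.666).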

Altogether, these results are consistent with a role for HIVEP3 in affecting chromatin accessibility and thereby modulating the expression of certain genes. However, not all differentially expressed genes had corresponding changes in chromatin accessibility, suggesting that the effects of HIVEP3 on iNKT cell differentiation may be linked to its activity as an adapter protein or due to indirect, or secondary, transcriptional effects.

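Among the 412 genes of Supplementary Data 2 with a tested region, 350 had no differentially accessible region in the gene body or within 10 kb in any subset. With regions assigned to the nearest transcription start site, 320 of 389 genes had none. The clusters of that table include stages that were not sorted for ATAC-seq. At *Egr2*, the 7 regions changed by −0.12 to 0.04 in iNKT1, −0.81 to −0.03 in iNKT2 and −0.21 to 0.25 in iNKT17 cells on the log2 scale, and at *Id3* the 4 regions changed by 0.01 to 0.18, −0.17 to −0.08 and −0.28 to −0.07. A change under 3-fold is not counted here, and at *Zbtb16* (chromosome 9, 48654297–48836222) 67 of 68 tested regions fell in iNKT1 cells with a median of −0.65, while 6 were differentially less accessible. From all of its ATAC-seq results, motifs included, the paper proposes with caution that HIVEP3 has a part in chromatin accessibility and through it in the expression of some genes. From the genes that change in transcript level alone, it proposes that HIVEP3 may act as an adapter protein or that these effects may be indirect.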

**Fig. 7:**
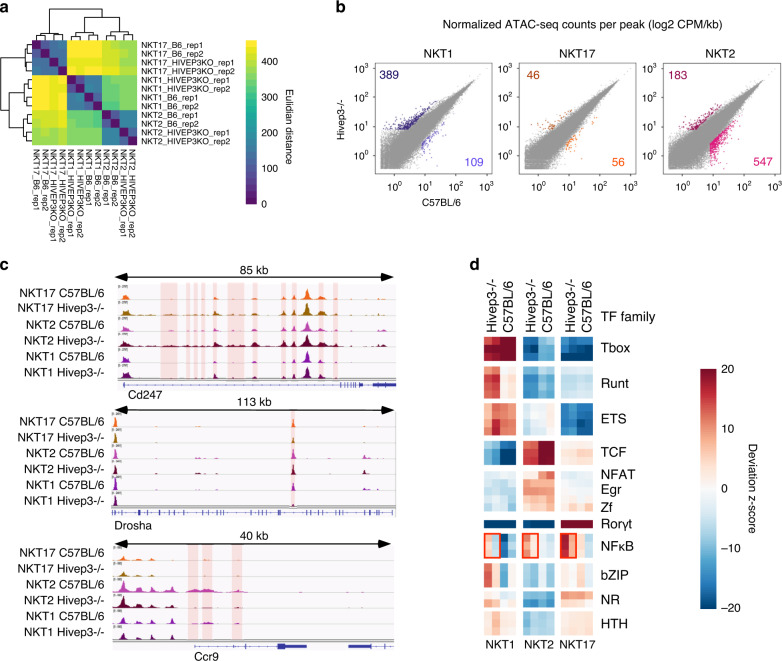
*Hivep3* deficiency impacts the chromatin landscapes of thymic iNKT cell subsets. **a** Euclidean distance values were computed for the iNKT1, iNKT2 and iNKT17 ATAC-seq samples from both C57BL/6 and *Hivep3*^−/−^ mice. **b** Scatterplots of mean ATAC-seq counts per peak comparing iNKT1, iNKT2 and iNKT17 subsets between C57BL/6 and *Hivep3*^−/−^ mice. **c** Mean ATAC-seq coverage at the *Cd247*, *Drosha* and *Ccr9* loci in all samples is depicted. Differentially accessible loci are highlighted in red. **d** Motif enrichment for iNKT1, iNKT2 and iNKT17 subsets across both strains within the differentially accessible regions is depicted as a heatmap. NF-κB binding motifs are enriched in the differentially accessible regions in the *Hivep3*^−/−^ samples and this is indicated with red boxes.

### PLZF^+^ innate T cells in *Hivep3*-deficient mice

PLZF expression is necessary and sufficient for many of the salient features that characterize T_inn_ cell function and phenotype. Therefore, we wondered whether *Hivep3* might also be expressed during the development of other T_inn_ cells and whether its absence would similarly affect their development. The transcriptional heterogeneity and developmental paths of thymic MAIT cells were recently examined by scRNA-seq using the Chromium platform^10^. We re-analyzed this MAIT dataset and integrated the data with our iNKT datasets (Fig. 8a, b). Both iNKT and MAIT cells distributed similarly on the UMAP and populated all clusters (Fig. 8b). MAIT cells were found predominantly in a cluster of cells with a T_H_17-like transcriptome (cluster 6), while iNKT cells mainly occupied clusters of cells with a T_H_1-like transcriptome (clusters 7, 8, 9, 10 and 11) (Fig. 8b). These results are in agreement with the expected frequencies for each of these subsets in both populations^40^, and demonstrate that a similar transcriptional profile is shared between these two thymic T_inn_ populations. It also suggests that both cell types follow a conserved developmental program, supported by the greater similarities in the gene expression profiles between iNKT and MAIT cells belonging to a given cluster than to cells in other clusters (Supplementary Fig. 8). Cluster-specific signature genes common to both cell types outlined the genes that define this core developmental program (Supplementary Data 3). Early CD24^+^ MAIT cells progenitors (in cluster 0) share expression of many genes with Stage 0 iNKT cells, including *Itm2a*, *Cd24a* and *Hivep3* (Fig. 8c, d and Supplementary Data 3). In mice, the proportion and total number of MAIT cells is much lower than for iNKT cells, making their detection more challenging. Nevertheless, in our mouse colony, we can readily detect MAIT cells in the inguinal lymph nodes and lungs using MR1 tetramers loaded with the agonist antigen 5-OP-RU (Fig. 8e). *Hivep3*^−/−^ mice exhibited a large reduction in the proportion and numbers of MAIT cells in these organs (Fig. 8e, f). Altogether, these results demonstrate that early in the developmental path of MAIT cells, HIVEP3 is expressed and that in its absence, the proportion and numbers of MAIT cells are strongly diminished.

**Fig. 8:**
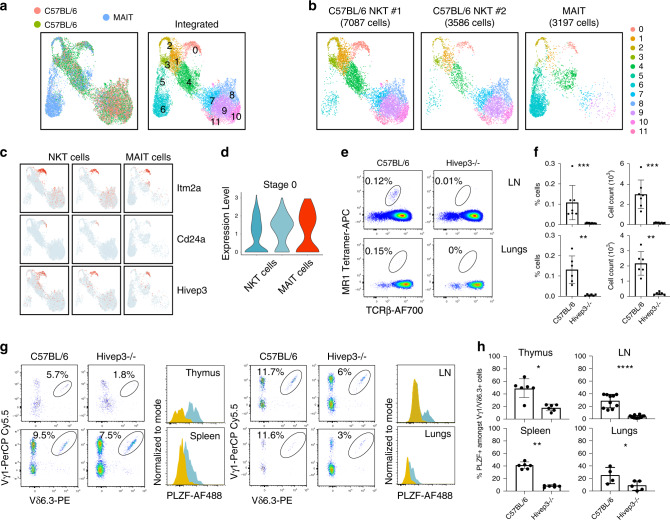
*Hivep3* deficiency universally impacts PLZF-expressing innate-like T lymphocytes. **a** *Left*, UMAP displaying two iNKT and one MAIT scRNA-seq sample colored by sample of origin after MNN batch-correction. *Right*, UMAP colored by inferred cluster identity for the integrated dataset. **b** Individual UMAP plots for each biological sample in the dataset, with the sample and number of cells passing quality control and filtering indicated above each plot. **c** Expression of selected genes in the iNKT and MAIT scRNA-seq samples. Each dot represents one cell and gene expression is plotted along a colorimetric gradient, with red corresponding to high expression. **d** Violin plots displaying aggregate expression levels of *Hivep3* in stage 0 cells for each sample. **e** MAIT cells in C57BL/6 and *Hivep3*^−/−^ mice were identified in the indicated tissues by staining with the MR1 tetramer and an antibody targeting TCRβ. **f** Quantified MAIT cell proportions and numbers in C57BL/6 and *Hivep3*^−/−^ mice in each of the indicated tissues. Data are from two independent experiments with a total of 5-7 mice per group. LN: *p* = 0.0002 and *p* = 0.0022, Lungs: *p* = 0.0022 and *p* = 0.0022 for percentages and absolute numbers, respectively. **g** Vγ1^+^ Vδ6.3^+^ γδ T cells in C57BL/6 and *Hivep3*^−/−^ mice were identified in the indicated tissues by staining with antibodies targeting Vγ1 and Vδ6.3. PLZF expression in these cells from each tissue is plotted as an overlaid histogram with C57BL/6 cells colored in blue and *Hivep3*^−/−^ cells colored in yellow. **h** Quantified PLZF^+^ Vγ1^+^ Vδ6.3^+^ cell proportions in C57BL/6 and *Hivep3*^−/−^ mice in each of the indicated tissues. Thymus *p* = 0.0108, LN *p* = 0.0002, Spleen *p* = 0.0022, Lungs *p* = 0.0022. Data are from 2–3 independent experiments with a total of 6-7 total mice per group. All the data are mean ± SD with dots representing individual values. Source data are provided as a source data file.

A subset of mouse γδ T cells also express high levels of PLZF^41,42^. These Vγ1^+^Vδ6.3^+^ T cells have the capacity to rapidly secrete cytokines and chemokines upon stimulation, a functionality that is dependent on PLZF expression^43^. We found a significant decrease in the proportion of Vγ1^+^Vδ6.3^+^ T cells amongst total γδ T cells in the thymus, spleen, lymph nodes and lungs of *Hivep3*^−/−^ mice compared to C57BL/6 mice (Fig. 8g), with the *Hivep3*^−/−^ Vγ1^+^Vδ6.3^+^ T cells expressing low levels of PLZF (Fig. 8g, h). We similarly observed a large decrease in a population of αβ T cells that was neither iNKT nor MAIT cells, and yet co-expressed PLZF and Rorγt, in the inguinal lymph nodes of *Hivep3*^−/−^ mice compared to C57BL/6 mice (Supplementary Fig 9). These cells, which are predominantly of the CD4^−^ CD8^−^ phenotype, are present in the inguinal lymph nodes of CD1d1d2^−/−^ mice, indicating that they do not correspond to type II NKT cells. Interestingly, innate lymphoid cells (ILCs), which also require PLZF expression early in their development^44^, were detected in normal proportions and numbers in the lungs of *Hivep3*-deficient mice (Supplementary Fig 10a, b). Additionally, Foxp3^+^ regulatory T cells^45^ and the precursors of intraepithelial lymphocytes^46^, two PLZF-independent T cell populations known to require “agonist” selection^47^, just as T_inn_ cells do, were found at comparable frequencies and numbers between C57BL/6 and *Hivep3*^−/−^ mice (Supplementary Fig 10c–f). Altogether, our results uncovered an important role for HIVEP3 in uniquely controlling the development of PLZF^+^ T_inn_ cells.

## Discussion

Exhibiting characteristics of both innate and adaptive immunity, innate-like T lymphocytes such as iNKT cells, MAIT cells, and subsets of γδ T cells, have emerged as key players in the control of immunity and tissue homeostasis^48–51^. However, a complete mechanistic understanding of T_inn_ differentiation and function remains elusive. We used scRNA-seq to investigate the transcriptional landscape of iNKT cell maturation and fate decisions under steady-state conditions. Unsupervised clustering identified cells with transcriptional signatures of the previously identified stage 0, iNKT1, iNKT2 and iNKT17 cells. iNKT17 cells were transcriptionally homogenous, forming only one cluster in our analysis. However, iNKT2 and especially iNKT1 cells displayed unexpected heterogeneity, revealing the existence of transitional stages that accompany the acquisition of their effector programs.

Stage 0 iNKT cells represented the earliest precursor cells, having just committed to the iNKT cell lineage and expressed several transcripts associated with T cell activation. These cells were adjacent to three clusters of cells defined by high cell-cycle scores, which was in agreement with the intra-thymic proliferative expansion that occurs post-stage 0 iNKT cells^6,25^. Interestingly, these cells were also enriched for a transcriptional signature previously ascribed to intermediary precursor cells, iNKTp cells^24^, and were defined by the expression of *Ccr7*, *Ccr9* and *Il13*-encoding transcripts, corroborating previous fate-mapping experiments that had demonstrated that IL-13-expressing intermediate cells can give rise to all mature iNKT subsets^37^. These cells were also lacking *Cd44* transcripts echoing the previously defined stage 1 iNKT cells. Adjacent to the iNKTp cells on the UMAP were cells that were not actively cycling and had acquired a *bona-fide* iNKT2 transcriptional program (*Zbtb16*^+^, *Icos*^+^, *Izumo1r*^+^, *Il6ra*^+^, *Il4*^+^ but *Ccr7*, *Ccr9* and *Il13* negative). Surprisingly, within this cluster of iNKT2 cells, we detected cells in “bridge” regions of the UMAP with transcriptional signatures straddling those of iNKT1 and iNKT17 cells. This suggests that iNKT2 cells might not solely represent a terminally differentiated subset of iNKT cells^9^, but instead also include cells undergoing further differentiation towards an iNKT17 or iNKT1 subset. Such an interpretation was supported by pseudo-temporal ordering as well as other recently published iNKT scRNA-seq data^52^. Although this conflicts with previous intra-thymic transfer experiments showing that IL-4-secreting iNKT2 cells maintain their phenotype 4 days post-transfer^9^, future scRNA-seq experiments coupled with fate-mapping studies of IL-4-producing iNKT2 cells should help further refine our understanding of the developmental path undertaken by thymic iNKT cells. Unexpectedly, we also observed transcriptional diversity amongst iNKT1 cells, suggesting a progressive maturation process in which, concomitant with the detection of transcripts encoding Ly6C and killer cell lectin type receptors, cells gained expression of *Ifng* transcripts and cytotoxic molecules (*Gzmb*, *Gzma*). Interestingly, thymic iNKT1 cells expressed *Cd69* transcripts and protein, suggesting that they are receiving activating signals. However, since we did not find further transcriptional evidence for TCR-mediated signaling in iNKT1 cells, we suspect that CD69 upregulation might be induced through cytokine signaling instead. For example, IL-15 and type I interferon have been previously shown to upregulate CD69 in cells sensitive to these cytokines^53,54^. Along these lines, a clear cluster of iNKT1 cells with type I interferon gene response signature was also identified, suggesting a potential role for type I interferon signaling in the functional maturation of iNKT1 cells.

Aggregation of the scRNA-seq data from thymic iNKT and MAIT cells revealed that both cell types populated the same clusters, indicating that both cell types share their transcriptional profiles and follow similar developmental paths, in agreement with recent findings^55^. While the existence of IL-4-secreting thymic MAIT2 cells remains debatable^55^, the data clearly showed the existence of a few MAIT cells with a transcriptional profile similar to iNKT2 cells (cluster 4, Fig. 8). In agreement with the notion that these cells represent a transitory developmental stage, such MAIT2-like cells might not be licensed to secrete IL-4, like the comparable population of iNKT2 cells which secrete IL-4 upon encountering CD1d-expressing APCs, as recently shown^56^. Such an interpretation would suggest that IL-4 secretion may not represent a terminal differentiation step and that IL-4^+^ cells are otherwise transcriptionally very similar to non-IL-4 secreting cells. In agreement with this hypothesis, scRNA-seq analysis of IL-4-secreting iNKT2 cells (CD122^neg^, ICOS^pos^, CD138^neg^) and non-IL4-secreting iNKT2 cells sorted from the thymus of KN2 IL4-reporter mice^57^ revealed that cells in both samples are transcriptionally very similar and populate the same clusters (Supplementary Fig 11). However, the IL-4 negative population contains more cells that appear developmentally poised to become iNKT1 or iNKT17 cells compared to IL-4 positive iNKT2 cells. It is also possible that in contrast to thymic iNKT2 cells, thymic MAIT2-like cells do not encounter medullary MR1-expressing APCs that can trigger their expression of IL-4.

We identified the zinc-finger HIVEP3 transcription factor as exclusively necessary for the accumulation of T_inn_ cells expressing PLZF. In iNKT cells, the absence of HIVEP3 affected the expression of multiple genes. For some of these genes, HIVEP3 likely disturbed their expression by modifying chromatin accessibility of regulatory regions. For example, chromatin accessibility surrounding the *Ccr9* gene locus, was noticeably affected by the absence of *Hivep3* expression, correlating with gene and protein expression. 

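The paper's fall in accessibility at *Ccr9* was tested for a difference between subsets with an interaction term in limma. In the exon from 123768322 to 123768821, the change in iNKT2 cells differed from that in iNKT17 cells by −3.08 on the log2 scale (standard error 0.60, adjusted p = 0.0283) and that in iNKT1 cells by −2.14 (adjusted p = 0.0990), with iNKT17 cells at 0.20. In the exon from 123768947 the changes in iNKT1 and iNKT2 cells differed by −0.01 (adjusted p = 0.997), and those in iNKT1 and iNKT2 differed from that in iNKT17 cells by 0.04 and 0.05 (adjusted p = 0.992 and 0.987). At the promoter region from 123766937, iNKT2 differed from iNKT17 cells by −1.49 (adjusted p = 0.443). Both iNKT17 groups were below the accessible level in all 3 regions, so a fall that is specific to a subset is not shown there. Between iNKT1 and iNKT2 cells, 0 of 13 regions passed both thresholds, the largest of the 3 less accessible regions differing by 1.40 (adjusted p = 0.386). Within 50 kb of the gene, the 28 regions hold the same numbers of differentially less accessible regions as within 10 kb, which is 2, 3 and 0. In iNKT2 cells 11 of the 13 regions within 10 kb fell, against 7 of 11 tested in iNKT1 and 5 of 7 in iNKT17 cells.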

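The text names 23 genes whose transcripts changed in *Hivep3*-/- cells, in addition to *Cd247*, *Ccr9* and *Drosha*, and all 23 had a tested region in the gene body or within 10 kb of it. In 17 of them no region was differentially accessible in any subset. These were *Cd52*, *Dusp1*, *Id2*, *Trbc1*, *Trbc2*, *Trac*, *Egr1*, *Egr2*, *Nr4a1*, *Id3*, *Ikzf3*, *Ccr7*, *Bcl2a1d*, *Icos*, *Il13*, *Klra1* and *Klra5*. The other 6 were *Hdac7*, *Zbtb16*, *Plac8*, *Bcl2a1b*, *Cd4* and *Il4*. Of the 17, the paper names those from *Cd52* to *Ikzf3* for stage 0 cells and *Bcl2a1d* for cycling cells. Neither population was sorted on its own for ATAC-seq. For these genes, accessibility at the stage that the paper names is therefore not shown. At *Plac8*, all 4 regions fell in iNKT2 cells with a median log2 change of −1.49, and 2 of them were differentially less accessible. At *Hdac7*, 1 of 16 tested regions in iNKT2 and 1 of 13 in iNKT17 cells was differentially less accessible, while the median changes were −0.21 and 0.03. At *Il4*, all 13 tested regions fell in iNKT1 cells, and 1 of them was differentially less accessible (−1.62). At *Icos*, the change was lower in iNKT1 than in iNKT2 cells at all 16 tested regions (median difference −0.73). The interaction test called 2 of these differences. Against iNKT17 cells all 16 differences were negative as well (median −0.96), and 0 were called.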

We also observed changes in gene expression that were not associated with any apparent change in chromatin accessibility. In such cases, modulation of gene expression might be mediated through the adapter activity of HIVEP3. The mechanistic and possible binding partners of HIVEP3 in iNKT cells remain to be explored. Our results also revealed a near absence of transcripts encoding the microRNA processing enzyme DROSHA in *Hivep3*-deficient iNKT cells. In contrast with T_conv_, T_inn_ cells are particularly sensitive to disruption of miRNA function, both globally and on the individual miRNA level^58–61^. We speculate that with limited *Drosha* expression, miRNA processing might have been affected and contributed to the dysregulation of iNKT development. In support of this hypothesis, we observed that a large fraction of DEGs showed higher levels of expression in *Hivep3*-deficient cells compared to C57BL/6 cells, perhaps reflecting a deficiency in post-transcriptional regulation of gene expression. Future experiments analyzing miRNAs expression in *Hivep3*-deficient iNKT cells will explore this possibility.

The class IIa histone deacetylase HDAC7 is highly expressed in double-positive thymocytes and is localized in their nuclei^62^. Upon thymic selection, HDAC7 is exported out of the nucleus upon TCR stimulation, which thereby affects the transcriptional program of developing T cells^63^. We observed an increase in *Hdac7* transcript levels in stage 0 iNKT cells of *Hivep3*^−/−^ mice compared to their wildtype counterparts. Although the localization of HDAC7 in these cells is currently unknown, it is noteworthy that transgenic mice with a T-cell specific and transient expression of a mutant HDAC7 lacking the phosphorylation sites required for nuclear export, exhibit a dramatic loss of iNKT cells due to reduced proliferation and transcriptional repression of PLZF expression^34^. These results resonate with our observations in *Hivep3*^−/−^ mice showing a block in iNKT cell development with reduced thymic expansion and decreased PLZF expression. Reduced PLZF protein expression early in the course of iNKT development has been associated previously with significant reduction in iNKT cell numbers^64,65^.

*Hivep3*^−/−^ mice had a profound defect in MAIT cells together with other populations of T_inn_ cells, including γδ NKT cells. Expression of *Hivep3* transcripts was recently noted in some γδ progenitors although its role in γδ T cell development was not investigated^66^. Innate lymphoid cells, which also require PLZF for their development, were not affected by the absence of *Hivep3* expression, suggesting that HIVEP3 requirement does not extend to all PLZF^+^ immune cells but may be restricted to TCR expressing cells. This would be consistent with the induction of *Hivep3* expression in T cells upon TCR engagement^31^, and upon positive selection during their development^67^. However, we did not detect obvious deficiencies in T_conv_ or in other “agonist”-selected T cells, such as T_regs_ and IELps in *Hivep3*^−/−^ mice. Like iNKT and MAIT cells, these agonist selected cells require strong agonist TCR signaling during selection. However, they do not need PLZF expression for proper development and are not selected by neighboring MHC-expressing DP thymocytes^47^. Overall, these results suggest that HIVEP3 activity might be uniquely required by T cells that, in addition to strong TCR signaling during selection, also require homotypic interactions between signaling lymphocyte activation molecule family (SLAMF) receptors, such as SLAM and Ly108 whose signals are intracellularly propagated by the adapter molecule SAP^68^. Further experiments will be necessary to test for such possibility.

Starting from single-cell transcriptomic analyses of thymic iNKT cells, we uncovered a crucial and unique function for *Hivep3* in regulating the common developmental path of T_inn_ cells. Such findings further refine our fundamental understanding of T_inn_ development, which given the strong conservation of T_inn_ cells throughout evolution, might prove valuable when considering human diseases associated with T_inn_ defects.

## Methods

### Mice

The *Hivep3*^−/−^ mice backcrossed to the C57BL/6 background have been described previously and were graciously provided by Dr. Laurie Glimcher. C57BL/6 and CD45.1 congenic C57BL/6 mice were purchased from Jackson Laboratories. Mice of both sexes were used between 8 to 10 weeks and were age-matched for each experiment. All mice were raised in a specific pathogen-free environment at the Office of Laboratory Animal Research at the University of Colorado Anschutz Medical campus, where they were maintained at 21 °C on a 12 h light-dark cycle (6 a.m. to 6 p.m.) and given free access to food and water. Studies, as well as the method of euthanasia were carried out in accordance with the US Department of Health and Human Services Guide for the Care and Use of Laboratory Animals and were performed under protocol (00065) approved by the Institutional Animal Care and Use Committee of the University of Colorado Anschutz Medical campus. To induce euthanasia, CO_2_ was administered from a compressed gas tank for at least 1 min and mice were monitored for absence of heartbeat and respiration. As a secondary physical method of euthanasia, cervical dislocation was performed following CO_2_ administration.

### Thymocyte isolation and flow cytometry

Single cell suspensions were prepared from the thymus by manual disruption using a syringe plunger. PBS57-CD1d1 and 5-OP-RU-MR1 tetramers were obtained from the National Institutes of Health Tetramer Core Facility. The complete list of surface antibodies used is as follows: from BioLegend—CD3 (clone 17A2; Catalog #100204, Catalog #100218), CD4 (clone GK1.5; Catalog #100447), CD4 (clone RM4-5; Catalog #100557), CD5 (clone 53-7.3; Catalog #100624), CD19 (clone 6D5; Catalog #115509, Catalog #115521, Catalog #115528), CD25 (clone PC61; Catalog #102006), CD44 (clone IM7; Catalog #103044), CD45.1 (clone A20; Catalog #110714), CD45.2 (clone 104; Catalog #109827, Catalog #109828), CD69 (clone H1.2F3; Catalog #104530), CD81 (clone Eat-2; Catalog #104913), CD127 (clone SB/199; Catalog #121123), CD138 (clone 281-2; Catalog #142531), H-2K^b^ (clone AF6-88.5; Catalog #116513), ICOS (clone C398.4 A; Catalog #313530), ICOS (clone 7E.17G9; Catalog #117406, Catalog #117424), Izumo1r (also called FR-4; clone 12A5; Catalog #125012), Lineage cocktail (clones 145-2C11, RB6-8C5, RA3-6B2, Ter-119 and M1/70; Catalog #133303), Ly-6C (clone HK1.4; Catalog #128029, Catalog #128030), NK1.1 (clone PK136; Catalog #108713, Catalog #108730, Catalog #108736, Catalog #108753), PD-1 (clone 29 F.1A12; Catalog #135206, Catalog #135220), TCRβ (clone H57-597; Catalog #109220, Catalog #109224, Catalog #109230) and Vγ1 (clone 2.11; Catalog #141104, Catalog #141108, Catalog #141112); from BD Biosciences – CCR9 (clone CW-1.2; Catalog #565412), CD3ε (clone 145-2C11; Catalog #612771), CD4 (clone H129.19; Catalog #747275), CD8α (clone 53-6.7; Catalog #563786), CD24 (clone M1/69; Catalog #563545, Catalog #612953), CD122 (clone TM-β1; Catalog #562960), NKp46 (clone 29A1.4; Catalog #561169), TCRγδ (clone GL3; Catalog #563993) and Vδ6.3 (clone 8F4H7B7; Catalog #555321); from Thermo Fisher Scientific—CD122 (clone TM-β1; Catalog #50-245-876).

After surface antibody staining, the cells were fixed and permeabilized using the FoxP3 fixation/permeabilization kit (Thermo Fisher Scientific). Fixed and permeabilized cells were incubated with a combination of the following antibodies targeting intracellular proteins: from Abcam—Lef-1 (clone EPR2029Y; Catalog #ab137872); from BioLegend—Bcl-2 (clone BCL/10C4; Catalog #633512), BrdU (clone 3D4; Catalog #364110, Catalog #364114), GATA3 (clone 16E10A23; Catalog #653808), Helios (clone 22F6; Catalog #137222), IFNγ (clone XMG1.2; Catalog #505810, Catalog #505826, Catalog #505830), IL-4 (clone 11B11; Catalog #504104), PLZF (clone 9E12; Catalog #145808), Granzyme B (clone GB11; Catalog #515408) and T-bet (clone 4B10; Catalog #644816, Catalog #644824, Catalog #644835); from BD Biosciences—RORγt (clone Q31-378; Catalog #562684); from Miltenyi Biotec—Tox (clone REA473; Catalog #130-118-335); from Thermo Fisher Scientific—Egr2 (clone erongr2; Catalog #12-6691-82, Catalog #17-6691-82, Catalog #25-6691-82), FoxP3 (clone FJK-16s; Catalog #58-5773-82), Granzyme A (clone GzA-3G8.5; Catalog #17-5831-82), Granzyme B (clone NGZB; Catalog #48-8898-82), Ki-67 (clone SolA15; Catalog #25-5698-82, Catalog #48-5698-82), Granzyme A (clone GzA-3G8.5, Catalog #17-5831-82), PLZF (clone Mags.21F7; Catalog #53-9320-82, Catalog #25-9322-82) and RORγt (clone B2D; Catalog #17-6981-82).

The stained cells were then analyzed on a BD LSRFortessa (BD Biosciences)) using the BD FacsDiva software (v8.0) or Cytek Aurora (Cytek) and data were processed with FlowJo software vX (TreeStar).

### Enrichment of CD1d reactive thymocytes

Thymocytes were enriched for PBS57-CD1d reactive cells by incubating thymocyte cell suspensions with PE or APC conjugated PBS57-CD1d tetramers for 45 min at 4 °C, then incubated with anti-PE or anti-APC magnetic microbeads (Miltenyi Biotec) for 15 min at 4 °C, followed by separation by using an autoMACS Pro Separator (Miltenyi Biotec) according to manufacturer’s instructions. Subsequently, cells in the positive fraction were first stained for surface markers followed by staining for intracellular markers before being subjected to flow cytometric acquisition.

### Lung single cell suspensions

To prepare single-cell suspensions lungs were finely chopped with scissors in a 48 well plate and treated with 3 μg ml^−1^ collagenase III (Worthington, Lakewood, NJ), 5 μg ml^−1^ DNAse, and complete media (RPMI containing 10% fetal calf serum and enriched supplements) for 60 min at 37 °C with gentle pipetting at 20 min intervals. Cells were then filtered through a 70 μm cell strainer and washed with complete media. Approximately 2 × 10^6^ cells were filtered (40 μm) and used for flow cytometric analysis.

### Liver single cell suspensions

Hepatic leukocytes were isolated by cutting individual livers into small pieces and gently pressed through a 70 μm filter placed on top of a 50 ml falcon tube and resuspended in FACS buffer (PBS, 0.5% BSA, 0.5 mM EDTA, 1% Azide). The cells were washed twice in ice-cold FACS buffer and spun through 33.8% Percoll (Amersham Pharmacia Biotech) for 12 min at 2000 rpm, room temperature. Red blood cells were removed by resuspending the pellet in red blood cell lysis buffer for 5 min at room temperature and washed with complete media. Cells were resuspended in FACS buffer and filtered through a 40 μm cell strainer.

### Bone marrow chimeras

Bone marrow cells from congenic C57BL/6 mice (CD45.1) and *Hivep3*^−/−^ (CD45.2) mice were harvested and depleted of CD90-expressing cells using magnetic beads. Bone marrow cells from CD45.1 mice were mixed at 1:1 ratio with CD45.2 *Hivep3*^−/−^ mice. 5 × 10^6^ cells were injected intravenously into lethally-irradiated recipient mice (1000 rads). Eight to ten weeks after reconstitution, chimeric mice were euthanized and thymocytes were analyzed by flow cytometry.

### BrdU incorporation assay

Mice received an intraperitoneal injection of BrdU (BrdUrd; 2 mg in 200 μL PBS; BD Biosciences) or PBS only at 0, 24, and 48 h before being euthanized for analysis at 72 h. To detect the incorporation of BrdU, the BrdU Flow Kit (BD Biosciences, Catalog #552598) was used according to the manufacturer’s protocol.

### In vivo stimulation of iNKT cells

Mice received 2 μg of αGC (Alexis Biochemicals) or vehicle by intravenous injection. Ninety minutes after injection, organs were collected and processed. Cells were first surface stained, fixed and subsequently stained intracellularly for lL-4 and IFNγ.

### scRNA-seq data processing

The quality of sequencing reads was evaluated using FastQC and MultiQC. Cell Ranger v3.1.0 was used to align the sequencing reads (FASTQ) to the mm10 mouse transcriptome and quantify the expression of transcripts in each cell. This pipeline produced a gene expression matrix for each sample, which records the number of UMIs for each gene associated with each cell barcode. Unless otherwise stated, all downstream analyses were implemented using R v3.6.1 and the package Seurat v3.1.4 (ref. ^69^). Low-quality cells were filtered using the cutoffs nFeature_RNA > = 500 & nFeature_RNA < 4100 & nCount_RNA > = 1000 & percent.mt < 6. The NormalizeData function was performed using default parameters to remove the differences in sequencing depth across cells. Dimension reduction was performed at three stages of the analysis: the selection of variable genes, PCA, and uniform manifold approximation and projection (UMAP)^70^. The FindVariableGenes function was applied to select highly variable genes covering most biological information contained in the whole transcriptome. To remove batch-effect from the PCA subspaces based on the correct cell alignment, we used fastMNN^16^ to detect mutual nearest neighbors (MNN) of cells in different batches, and then used the MNN to correct the values in each PCA subspace. The variable genes were used for MNN as input to perform the RunUMAP function to obtain bidimensional coordinates for each cell. We determined the k-nearest neighbors of each cell using the FindNeighbors function and used this knn graph to construct the SNN graph by calculating the neighborhood overlap (Jaccard index) between every cell and its k.param nearest neighbors. Finally, we used the FindClusters function (resolution 0.8) to cluster cells using the Louvain algorithm based on the same PCs as RunUMAP function.

### Identification of differentially expressed genes

We identified cluster-enriched genes by using the FindAllMarkers function in Seurat and the Wilcoxon-Rank sum test. This function identified differentially expressed genes for each cluster by comparing the gene expression for cells belonging to a cluster versus cells belonging to all other clusters. Only those genes that passed an adjusted *p* value (Benjamini–Hochberg) cutoff of 0.05 were included in the downstream analyses. Gene ontology (GO) analysis was performed by using the R package clusterProfiler (v3.0.4)^71^.

### Developmental trajectory inference

Two independent trajectory packages (Slingshot and Monocle v3) were used to order the cells in pseudotime. To run Slingshot, we first converted the Seurat object into a SingleCellExperiment object. We then implemented the Slingshot algorithm in a semi-supervised manner by providing this object as input to the slingshot function and specifying the start cluster as cluster 0 (start.clus = ‘0’). This function then determines the global lineage structure using cluster-based minimum spanning tree and subsequently fitting simultaneous principal pseudotime curves to describe each determined lineage. Lastly, we plotted the lineage curves on the UMAP plot generated by the Seurat package. For the Monocle 3 pipeline, we followed the recommended workflow to create a cell_data_set object with our cells. Since the UMAP coordinates for the cells provided by Monocle 3 were not equivalent to the coordinates provided by Seurat, we replaced the UMAP coordinates for each cell in the cell_data_set object with those from the Seurat object. We then ordered the cells using the order_cells function and choosing cluster 0 cells as the root node. The trajectories were then plotted on the UMAP using the plot_cells function and setting the color_cells_by argument to ‘pseudotime’.

### ATAC-Seq

ATAC-seq was performed according to the Omni-ATAC protocol previously described by Corces et al.^72^. 5,000 to 20,000 cells from each iNKT subset (iNKT1 cells (CD122^+^, ICOS^−^), iNKT2 cells (CD122^−^, ICOS^+^, Izumo1r^+^, CD138^−^) or iNKT17 cells (CD122^−^, ICOS^+^, Izumo1r^−^, CD138^+^)) from the pooled thymi of C57BL/6 or *Hivep3*^−/−^ mice were sorted individually and then pooled for a total of 50,000-100,000 cells per transposition. Cells were then placed in 50 µL of cold lysis buffer (10 mM TrisHCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% (v/v) Molecular biology-grade NP-40, 0.1% (v/v) Tween-20, 0.01% (v/v) Digitonin). Permeabilized cells were pelleted for 10 min at 500xg and resuspended in 50 μL of transposition mix (25 μL 2x TD buffer (Illumina), 16.5 μL 1X PBS, 0.5 μL 10% (v/v) Tween-20, 0.5 μL 1% (v/v) Digitonin, 2.5 μL Tn5 transposase (Illumina), 5 μL nuclease-free water). The volume of lysis buffer/transposition mix was scaled up to 100 μL for 100,000 cells. The transposase reaction was conducted for 30 min at 37 °C with shaking at 1,000 rpm. Cells were then subjected to a second sort to separate the different iNKT cell subsets using the same markers used in the first sort. While the fluorescence corresponding to the CD122 and Izumo1r markers was quenched by the transposition reaction, other markers were unaffected, allowing for the sorting of each of the iNKT cell subsets on the basis of ICOS and CD138 expression (iNKT1 (ICOS^−^ CD138^−^), iNKT2 (ICOS^+^, CD138^−^) and iNKT17 (ICOS^+^ CD138^+^)). Chromatin accessibility surrounding subset-defining genes (i.e. *Tbx21*, *Rorc* and *Slamf6*) is in accordance with the expected pattern of each iNKT subset (Supplementary Fig. 6). 

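In C57BL/6 libraries, 12 regions lie at *Tbx21* (ENSMUSG00000001444.2, chromosome 11, 97098071–97115331) or within 10 kb of it. All 12 were higher in iNKT1 than in iNKT2 and than in iNKT17 cells, 8 and 7 of them by at least 3-fold at an adjusted p under 0.1 in limma. At 97112484–97112983 the log2 difference was 2.82 against iNKT2 (adjusted p = 2.60e-05) and 6.71 against iNKT17 cells (adjusted p = 7.87e-09). *Slamf6* (ENSMUSG00000015314.10, chromosome 1, 171917515–171953170) has 5 regions with smaller differences. The 4 tested regions were lower in iNKT1 than in iNKT2 cells, with a median of −1.19 and none of them by 3-fold or more, although the region from 171939277 to 171939776 differed by −1.03 (adjusted p = 0.000106). Between iNKT2 and iNKT17 cells all 4 tested regions were higher in iNKT2 cells, 1 of them by at least 3-fold, with a median difference of 1.21. Between the genotypes, one region at *Tbx21* was less accessible in *Hivep3*-/- iNKT2 cells (−1.70), and one at *Slamf6* was more accessible in *Hivep3*-/- iNKT1 cells (1.63, adjusted p = 0.0128).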

DNA was purified using the DNA Clean and Concentrator-5 kit (Zymo Research) and barcoding was performed using Illumina compatible index primers designed according to Buenrostro et al.^73^ (Integrated DNA Technologies). PCR was conducted for 11–12 cycles. Library purification and size selection was carried out using 1.8X AMPureXP beads (Beckman Coulter). Libraries were quantified and size distribution was assessed using the High Sensitivity D1000 ScreenTape System (Agilent). Paired-end sequencing was performed on a NovaSeq (Illumina) with 150 cycles for each read. Raw data from the sequencer was demultiplexed and FASTQ files were generated using bcl2fastq conversion software (Illumina).

### ATAC-Seq analysis

Sequencing reads in FASTQ format were trimmed to 50 bp using Trimmomatic and mapped to mouse genome (mm10) using the ENCODE ATAC-seq pipeline, with default parameters, except mapped reads were subsampled to a maximum of 50 million reads for peak calling. NarrowPeak files from individual replicates of all conditions were merged into a global set of peaks, excluding those on the Y chromosome or overlapped the ENCODE blacklist, and condensed to non-overlapping regions with a uniform size of 500 bp using chromVAR^74^. The number of transposase insertions within each region was computed for each replicate using chromVAR and these raw ATAC-seq counts per peak for all replicates were normalized using voom. Pairwise contrasts were performed with limma and differentially accessible regions were filtered based on an FDR adjusted p-value of less than 0.1 and an estimated fold-change of at least 3. We computed the ATAC-seq density (number of transposase insertion sites per kilobase) and accessible regions were defined as those with a mean of 5 normalized insertions per kilobase. We associated transcription factors binding motifs from the HOMER database by determining the enrichment of motifs in groups of peaks with HOMER and comparing the variability in ATAC-seq signal with chromVAR. For visualization, genomic coverage for individual replicates were computed on 10 bp windows with MEDIPS using full fragments captured by ATAC-seq and used to generate average coverage with the Java Genomics Toolkit for each group.

### Statistical analysis

Data are presented as mean ± SD (with dots representing individual values). Statistical differences between individual groups were calculated using the two-tailed Mann–Whitney *U*-test using Prism 8.0 (GraphPad Software Inc.) with *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Data that support the findings of this study have been deposited in NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) with the accession codes GSE152786 and GSE160518. All the other data are included within the article, or supplemental information or available from the authors upon reasonable requests. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Thymic iNKT single cell analyses unmask the common developmental program of mouse innate T cells
**Source:** Nat Commun. 2020 Dec 7;11:6238. doi: 10.1038/s41467-020-20073-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: A list of genes that are differentially expressed in each of the 11 thymic C57BL/6 iNKT clusters. Only differentially expressed genes enriched in each cluster of cells with an adjusted p-value (using the Benjamini-Hochberg correction) below 0.05 were retained.

File Name: Supplementary Data 2

Description: A list of genes that are differentially expressed between C57BL/6 and Hivep3<sup>-/-</sup> iNKT cells for each of the 10 clusters. Only differentially expressed genes between strains within each cluster with an adjusted p-value (using the Benjamini-Hochberg correction) below 0.05 were retained.

File Name: Supplementary Data 3

Description: A list of genes that are differentially expressed in each of the 12 clusters yet conserved between C57BL/6 thymic iNKT and MAIT cells. Only differentially expressed genes enriched in each cluster of cells with an adjusted p-value (using the Benjamini-Hochberg correction) below 0.05 were retained.

How the deposited data were processed for this re-analysis (not part of the article)

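ATAC-seq libraries of thymic iNKT1, iNKT2 and iNKT17 cells from C57BL/6 and *Hivep3*-/- mice were analysed, with 2 libraries per subset and genotype. The subsets were sorted from pooled thymi, put together again for the transposition, and sorted a second time by ICOS and CD138. The 3 subsets of a genotype and replicate number are taken to come from 1 such pool, which is where the pairing of libraries comes from. The paper does not tie a replicate number to a pool, and the sample titles number single mice. The deviations of a pair of replicates from their group mean correlated with 0.120–0.167 between the subsets of 1 genotype. Between the genotypes, libraries of 1 subset with the same replicate number correlated with 0.171 in iNKT1, 0.145 in iNKT2 and 0.113 in iNKT17 cells, a check chosen after the values were seen. Neither the labels nor the paper say what a number shares between genotypes, so that pairing comes from the values alone. The single-cell RNA and flow cytometry experiments are not analysed here.

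According to the paper, reads were trimmed to 50 bp with Trimmomatic, mapped to mm10 and passed through the ENCODE pipeline, with mapped reads subsampled for peak calling. Peaks of all replicates were merged with chromVAR to regions of 500 bp, transposase insertions were counted in each region, and counts were normalized with voom. As deposited, the log2 values are the authors' insertion counts per kilobase after normalization with voom to the total of each library. The libraries have nearly the same sum on the linear scale and share their upper quantiles, which is where the between-library quantile normalization was read from. The table holds 63309 regions, and all 12 of its columns were mapped to a library. Each region has a library above 3, the lowest such maximum being 3.001.

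The depth of the libraries was not read from the table, since the normalization fixes the sums. The number of distinct values up to a library's median, which ranged from 73 to 491, was taken as a measure that grows with depth. Libraries with fewer insertions have coarser low values, and many regions share a value at the lowest level. A fold change against a group with both libraries at that level depends on the constant added before the logarithm and is no bound, so none is given.

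Coordinates are 1-based on GRCm38.p6 (mm10), with genes from GENCODE vM21. A promoter is within 1000 bp of a transcription start site. A locus is the gene body with 10 kb on either side, and 50 kb in the wider setting. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1, R 4.3.3 and limma 3.58.1, with random seed 1.

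Group means of all 12 libraries were fitted together in limma, with empirical Bayes moderation and a trend of the variance on the mean (6 residual and 7.17 prior degrees of freedom). The genotypes were compared in each subset and on the average of the subsets, the subsets were compared within C57BL/6, and interaction terms tested whether the change between genotypes differed between subsets. Regions with a linear mean of at least 5 in either compared group were tested, p was adjusted by the Benjamini-Hochberg method within each comparison, and regions were called at an adjusted p under 0.1 and at least 3-fold. For the interactions, the 3-fold threshold applies to the difference between the changes. Regions singled out in the text are the 3 largest rises and the 3 largest falls among the called regions of each subset, and the regions of the genes that the paper names for accessibility or for a transcript change. This rule was set before the values were seen. The regions described for the X chromosome were chosen after their values were seen.

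The pipeline was tested on simulated data in which 200 regions were changed in each subset. limma recovered 198, 198 and 194 of them in iNKT1, iNKT2 and iNKT17 cells, with 0, 6 and 4 false calls. The simulated changes were all larger than the 3-fold threshold and lay only at regions well above the accessible level. Their noise was normal and independent between libraries. Most differentially accessible regions of the data had low values, so these rates do not carry over to them. Motif deviations were tested with a 10% excess added at the regions of 1 motif at a time. The changed motif had the largest deviation for all 9 motifs in each subset, and the smallest excess recovered was 7.05%, 6.88% and 7.12%.

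Motif deviations follow the idea of chromVAR, with consensus sequences instead of the HOMER matrices. The consensus sequences were GGGRNWYYCC (NF-κB), AGGTGTGA (Tbox), AACCACA (Runt), ACMGGAAGT (ETS), WTCAAAGG (TCF), WTTTTCCA (NFAT), GCGTGGGYG (Egr), AWNTRGGTCA (Rorγt) and TGASTCA (bZIP). Each deviation is relative to 50 background sets from 20 bins of GC content and 20 of mean signal.

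Genomic clustering was measured as the share of called regions in the 10 fullest windows of 1 Mb (5 Mb in the wider setting) and compared with 1000 random draws from the tested regions. Shares have 95% Wilson intervals, and overlaps of counts were tested with Fisher's exact test.

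The alternatives were no filter on accessibility, a mean of at least 5 over all libraries, pseudocounts of 1 and 5 on the linear scale, renewed quantile or median normalization, a correction of the trend on GC content (spline with 6 degrees of freedom), a block for the replicate number with and without that correction, a fit of the 4 libraries of 1 subset alone, limma without the trend or with robust moderation, the pool as a random effect (correlation 0.181), a 2-fold threshold, an adjusted p under 0.05, no X chromosome, and leaving out each library in turn. For motifs they were a stricter consensus, backgrounds matched on mean signal only, removal of the differentially accessible regions, use of every region in the table, the replicate block, and the set tests fry and camera. For genes they were the 50 kb margin, the nearest start site within 100 kb, and clusters matched to their own subset.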

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

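The tests of depth, GC content, normalization and other splits of the libraries were set before the results were seen, and those of quantile normalization as an explanation, of cell shares, of the X-linked promoters, of the chromosome 5 regions and of the motif deviations were chosen only after.

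Interaction terms singled out 1836 regions whose change between genotypes differed between iNKT1 and iNKT2, 860 between iNKT1 and iNKT17 and 617 between iNKT2 and iNKT17 cells. The most visible part is that differentially accessible regions were mostly more accessible in *Hivep3*-/- iNKT1 and mostly less accessible in *Hivep3*-/- iNKT2 cells, with 77.1% and 28.3% more accessible. The shares came closer to each other with no filter on accessibility (60.0% and 38.6%), with a mean of at least 5 over all libraries (61.2% and 37.7%) and at a 2-fold threshold (68.6% and 42.5%). Depth is not excluded. Among differentially accessible regions with signal above the median, 73.8% were still more accessible in iNKT1, 26.4% in iNKT2 and 23.5% in iNKT17 cells. This argues only against depth acting through low values alone. The direction goes with the depth measure, since the *Hivep3*-/- libraries are the deeper ones in iNKT1 and the shallower ones in iNKT2 and iNKT17 cells. A trend on GC content is argued against by the share in iNKT2 cells after its correction, 26.7%. Uneven distributions of the deposited values between libraries are argued against as the whole cause, since renewed quantile normalization changed the counts to 556 and 895 and left 77.0% and 30.6% more accessible. A shift of all regions that the authors' normalization between libraries brought in or removed cannot be told apart, because the table holds no counts. Over the accessible regions no library's median lies more than 0.00256 from the mean of the medians (0.00483 over every region in the file), and centring the former gave 624 and 925 regions. A different share of other subsets in the sorted cells fits, since regions specific to iNKT1 cells had a median change of −0.633 in *Hivep3*-/- iNKT2 libraries and regions specific to iNKT2 cells one of 0.270 in *Hivep3*-/- iNKT1 libraries. These are regions specific in both genotypes, a filter that the change helps to decide, and over all regions specific in C57BL/6 mice the medians were −0.355 and 0.740, outside the ranges of simulated unchanged groups (0.0266–0.0704 and 0.0019–0.0822). Regions specific to iNKT17 cells in C57BL/6 mice had a median change of 0.465 in *Hivep3*-/- iNKT2 libraries (0.0130–0.0446 in simulated unchanged groups). Purity, or a shift of stage within the sorted subsets, may therefore account for part of these regions. The paper reports less ICOS protein in *Hivep3*-/- cells, and the second sort separated iNKT1 from iNKT2 cells by ICOS. What this did to the sorted cells was not tested. On the average of the subsets, 1 of 100 splits within the subsets, the genotypes themselves, called as many as 335 regions, and the highest other split called 170. The libraries of a pool are not independent, and the other 2 ways to pair the 4 pools called 1 and 0. An effect of *Hivep3* that differs by subset stays open.

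The same interaction test on motif deviations singled out Runt (4.76 percentage points), TCF (4.68) and NFAT (1.88) between iNKT1 and iNKT2, Tbox (−4.38), Runt (3.05) and TCF (3.67) between iNKT1 and iNKT17, and Tbox (−6.57), Runt (−1.72) and NFAT (−2.93) between iNKT2 and iNKT17 cells. With the replicate number as a block all of these stayed past the threshold, and bZIP, Egr, ETS and NF-κB also had interactions past it. Depth, as read from the number of different values, is argued against for Runt and TCF. The slope on it within groups gives 0.688 for TCF in iNKT1 cells against a difference of 2.55. For the rise of Runt in iNKT1 cells, a different share of iNKT2 or iNKT17 cells is argued against as the whole cause, since the *Hivep3*-/- iNKT1 libraries (4.90 ± 0.568, SD, n = 2) lie above every C57BL/6 library of any subset (highest 2.38), while C57BL/6-specific regions of iNKT2 (0.740) and iNKT17 cells (0.243) were higher there. With backgrounds matched on mean signal only this rise was not past the threshold (1.89, adjusted p = 0.823). The shares of cells stay open for Runt in iNKT2 cells, where regions specific to iNKT1 cells fell, and for the other motifs, as does a biological difference for all of them.

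Of the 21 regions singled out by name, 9 had a change that differed between a pair of subsets in the interaction test. They include the regions at *Agpat4*, near *Dapl1* and at *Lpar3*, where the rise was larger in iNKT1 cells, the regions at *Akap6* and near *Tesc*, where the fall was larger in iNKT2 cells, and regions of *Drosha* and *Cd247*. At *Agpat4*, *Lpar3*, *Akap6*, near *Dapl1* and near *Tesc* the size depends on libraries at the lowest value. No technical explanation was tested for each of them alone.

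The *Xist* promoter, outside the genes the paper discusses for accessibility, fell by an average of −1.49 (standard error 0.146, adjusted p = 5.31e-05, limma). A lower share of female mice in the *Hivep3*-/- pools fits, since 4 promoters of genes that escape X inactivation changed by −0.406 on average, outside the range of other X-linked promoters in random draws (−0.190 to 0.291). The paper states that mice of both sexes were used, without their numbers in each pool. In Supplementary Data 2, from other libraries, *Xist* was lower in *Hivep3*-/- cells in all 10 listed clusters (fractions of cells of 0–0.008 against 0.249–0.766). The Y-linked *Ddx3y* was higher in all 6 (0.285–0.453 against 0.066–0.118). A difference in sex between those mice gives both, and *Ddx3y* argues against *Hivep3* as the whole cause there. For those libraries the paper names female C57BL/6 mice and gives no sex for the *Hivep3*-/- mice. In the ATAC-seq libraries an effect of *Hivep3* on *Xist* stays open. Sex may differ along with genotype in them, and its part in calls outside the X chromosome was not tested.

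A pair of regions on chromosome 5 were lost in all subsets, with average changes of −6.09 (from 64037740, where 5 of 6 *Hivep3*-/- libraries are at the lowest value, so the size is no bound) and −5.70 (from 64030654). No *Hivep3*-/- library exceeds 0.935 on the linear scale in either region, while the lowest C57BL/6 library has 3.91. At 64030654 no *Hivep3*-/- library is at its lowest value, and 1.29–3.10% of the C57BL/6 level is left. The 94 other regions within 1 Mb had a median change of −0.02 and a lowest change of −2.49, and 2 of them were differentially accessible on average. A nearby region (from 64029623) fell by −3.02 in iNKT1, −2.50 in iNKT2 and −1.94 in iNKT17 cells and kept an accessible level in *Hivep3*-/- iNKT17 cells (4.32 ± 0.34, SD, n = 2). A deletion or other sequence variant in the *Hivep3*-/- mice cannot be told apart from a loss of regulation, because the regions were chosen for their large falls and the table holds no sequence.

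At *Camk2b*, the exon and intron regions rose by averages of 3.45 and 3.21, and at *Akap6* the fitted average of the exon region was −3.03 (adjusted p = 0.00584, limma). This average is no size or bound, since 5 of 6 *Hivep3*-/- libraries are at the lowest value. It rests on iNKT2 cells, where the C57BL/6 mean was 3.15, while it was below the accessible level in iNKT1 (−1.20) and iNKT17 cells (−3.07), which were not tested. A variant was not tested at either gene, and a biological effect of the genotype stays open.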

How the results depend on the processing

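The replicate block on the interactions of motifs and of regions at named genes was chosen after the values were seen, and the other alternatives reported in this part were set before. Over the 21 main results, 155 of 192 alternatives left the result the same, 25 moved it, 8 weakened it, 4 strengthened it and 0 reversed it. Over the 119 other results, 839 of 970 left it the same, 22 moved it, 93 weakened it, 11 strengthened it and 5 reversed it.

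As ratios, the counts of differentially accessible regions depended most on how low values were treated. With no filter on accessibility there were 1254 in iNKT1, 1551 in iNKT2 and 469 in iNKT17 cells, since more regions are tested. With a mean of at least 5 over all libraries, which tests other regions, there were 236 in iNKT17 cells and 131 on the average of the subsets. A pseudocount of 1 gave 388, 594, 79 and 57 regions (iNKT1, iNKT2, iNKT17 and average), and a pseudocount of 5 gave 26, 68, 8 and 4, since it shrinks changes at low values. A 2-fold threshold gave 1928, 2812, 743 and 1509, since it is lower. With a pseudocount of 5, 862 regions were specific to iNKT1, 364 to iNKT2 and 1889 to iNKT17 cells. The ratio of distances was 0.454 on linear values (standard error 0.0244). With clusters matched to their own subset, 21 pairs of listed gene and subset (16 different genes) had a differentially accessible region, since each gene is compared in its own subset only. In 5 Mb windows, the clustering in iNKT1 cells was 11.0% (permutation p = 0.12), and the cause was not tested.

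Where a library was left out, the lone library of its group is assumed to vary like the other groups. The counts were then 411–710 in iNKT1, 807–940 in iNKT2, 106–261 in iNKT17 cells and 328–395 on average. Those that moved by more than 1.5-fold were without C57BL/6 iNKT1 replicate 1 (411), *Hivep3*-/- iNKT1 replicate 2 (413) and *Hivep3*-/- iNKT17 replicate 1 (261). The cause was not tested. Of the regions singled out, 97 of these refits left the call the same, 9 weakened it and 2 strengthened it.

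For the motifs, the block for the replicate number strengthened NF-κB in iNKT1 (4.22 points, adjusted p = 0.00536) and iNKT2 (4.39, 0.00530) and bZIP in iNKT1 cells (4.11, 0.00536), since it removes the difference between replicates 1 and 2. The block also brought the NF-κB interactions of iNKT1 (−3.14, adjusted p = 0.0831) and iNKT2 (−2.97, 0.0947) against iNKT17 cells past the threshold. It did so for bZIP in iNKT1 against iNKT2 (5.54, 0.0109) and against iNKT17 cells (3.80, 0.0456). It also did so for Egr in iNKT1 against iNKT2 (−1.37, 0.0687) and for ETS in iNKT2 against iNKT17 cells (−2.27, 0.0515). It gave 4 interactions at *Drosha* between iNKT1 and iNKT2 instead of 3 and 1 instead of 0 between iNKT1 and iNKT17 cells, 8 at *Zbtb16* instead of 7 between iNKT1 and iNKT2, and, at the regions singled out, 9 instead of 8 between iNKT1 and iNKT2 and 3 instead of 2 between iNKT2 and iNKT17 cells. It changed no other call given in the text among those refitted with it. NF-κB in iNKT17 cells was no longer past the threshold with a stricter consensus (10.8 points, adjusted p = 0.107), under fry (mean log2 change 0.139, adjusted p = 0.193), without C57BL/6 iNKT17 replicate 1 (5.27, 0.201) and without *Hivep3*-/- iNKT17 replicate 2 (4.74, 0.237), with a range of 4.74–9.96 over the libraries left out. Over all alternatives of this result the adjusted p ranged from 0.000315 (NF-kB motif deviation, iNKT17, camera set test) to 0.237. The Tbox deviation changed by −3.70 points in iNKT1, −5.90 in iNKT2 and 0.673 in iNKT17 *Hivep3*-/- cells (adjusted p = 0.017, 0.0019 and 0.62, limma). Its fall in iNKT2 cells passed the threshold under camera and under fry. NF-κB in iNKT17 cells passed it under camera but not under fry. bZIP in iNKT1 cells ranged over 1.74–6.47 over the libraries left out, was highest with a stricter consensus (7.675), and passed the threshold without C57BL/6 iNKT1 replicate 2 (6.47, 0.0394). Runt in iNKT1 cells was no longer past it with backgrounds matched on mean signal only (1.89, adjusted p = 0.823), under fry (mean log2 change 0.0594, 0.470) or camera (0.0733, 0.437). Of the 27 motif comparisons, 10 passed the threshold, against 15 with the block, 1 with backgrounds matched on mean signal only, 2 under fry and 3 under camera. Reversed were NFAT in iNKT1 cells with a stricter consensus (1.68 against −0.814), Runt in iNKT2 cells with backgrounds matched on mean signal only (0.0867 against −1.93) and Runt in iNKT2 minus iNKT17 C57BL/6 cells with a stricter consensus (0.0246 against −1.18). Under fry, the mean log2 changes of Runt (−0.00806) and NFAT (−0.00939) in iNKT1 minus iNKT17 C57BL/6 cells had the other sign than their deviations. The cause was not tested for these.

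DESeq2, edgeR and limma-voom on counts were not run, since the table holds no counts. chromVAR and HOMER were not run either, nor were the motif differences between C57BL/6 subsets without the differentially accessible regions. Of the regions at named genes, only the largest change in each subset at *Cd247*, *Ccr9*, *Drosha* and *Xist* had all alternatives run. Fisher's exact test of the overlap with Supplementary Data 2 was not run, since its copy is 1 entry short and the genes detected in the single-cell data are not used here.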

Differences from the paper's values

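No test in this part was chosen after the result was seen. In iNKT17 cells, 72 regions were more accessible in *Hivep3*-/- cells, while the paper's Fig. 7b shows about 46, read by eye. Of the alternatives set before the data were examined, 6 do not differ from the figure by this measure. They are a pseudocount of 1 (35 regions), limma without a trend (54), robust moderation (66), an adjusted p under 0.05 (60), and leaving out C57BL/6 iNKT17 replicate 1 (45) or *Hivep3*-/- iNKT17 replicate 2 (53). The others differ from it. They are no filter on accessibility (236), a mean of at least 5 over all libraries (128), a pseudocount of 5 (2), renewed quantile (82) or median (72) normalization, the GC correction (74), the replicate block with it (81) and without it (81), the 4 libraries of the subset alone (78), the pool as a random effect (72), a 2-fold threshold (377), no X chromosome (71), and leaving out C57BL/6 iNKT17 replicate 2 (127) or *Hivep3*-/- iNKT17 replicate 1 (124).

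The paper's counts of differentially accessible regions are 498 in iNKT1, 730 in iNKT2 and 102 in iNKT17 cells, against 625, 923 and 147 here, each within 1.5-fold in the main setting. The iNKT17 count is not within it with the replicate block (165), the block with the GC correction (163), renewed quantile normalization (169), the 4 libraries of the subset alone (177), no filter on accessibility (469), a mean of at least 5 over all libraries (236), a pseudocount of 5 (8), a 2-fold threshold (743), or without C57BL/6 iNKT17 replicate 2 (192), *Hivep3*-/- iNKT17 replicate 1 (261) or replicate 2 (171). The iNKT1 and iNKT2 counts are not within it with no filter (1254 and 1551), a pseudocount of 5 (26 and 68) or a 2-fold threshold (1928 and 2812), nor is iNKT1 with a mean of at least 5 over all libraries (758).

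The paper states that regions with NF-κB motifs are more accessible in *Hivep3*-/- cells of all subsets. It used HOMER and chromVAR, and its caption of Fig. 7d places the enrichment in the differentially accessible regions. The deviation here covers all accessible regions, and enrichment in the called regions was not tested, so the measures are unlike. The NF-κB deviation was higher in each subset here, and limma's adjusted p was under 0.1 in iNKT17 (0.0538) but not in iNKT1 (0.222) or iNKT2 cells (0.217). With a block for the replicate number it was under 0.1 in iNKT1 (0.00536), iNKT2 (0.00530) and iNKT17 cells (0.000869). Over all alternatives it ranged over 0.00536–0.597 in iNKT1, 0.00530–0.643 in iNKT2 and from 0.000315 (NF-kB motif deviation, iNKT17, camera set test) to 0.237 in iNKT17 cells. The paper also states that bZIP motifs gain accessibility in *Hivep3*-/- iNKT1 cells. The bZIP deviation was higher here by 4.11 percentage points with an adjusted p of 0.145, which was 0.00536 with the block and 0.0394 without C57BL/6 iNKT1 replicate 2, over a range of 0.00536–0.550.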

Other observations

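The share of regions on the X chromosome and the genomic clustering were set before the results were seen, and the other tests in this part were chosen only after.

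At *Cd247* nearly all regions rose in each subset. A copy gain in the *Hivep3*-/- mice, which would raise all regions alike, is argued against by the spread of the changes, whose SD was 0.734 against a median of 0.293 and an upper limit of 0.572 in random sets of regions. A variant that acts on the locus, or an effect of *Hivep3*, stays open.

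At *Drosha*, a deletion is argued against for 4 of the 5 regions that were differentially less accessible in iNKT1 cells. These 4 keep an accessible level in both *Hivep3*-/- libraries of some subset. At the region with the largest fall (from 12928963), no *Hivep3*-/- library is at its lowest value, and 5.56% of the C57BL/6 level is left in iNKT1, 25.9% in iNKT2 and 18.9% in iNKT17 cells. A deletion cannot be told apart there, because the region was chosen for its fall, the values that are left are low and the table holds no sequence. An effect of *Hivep3* stays open for all 5.

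Differentially accessible regions sit together on the genome. The 10 fullest windows of 1 Mb held 8.00% of them in iNKT1, 8.13% in iNKT2 and 27.2% in iNKT17 cells, against medians of 5.76%, 4.77% and 12.9% in random draws (permutation p = 0.001 each, the smallest that 1000 draws can give). A segment carried along with the *Hivep3* mutation is argued against, since 0.896% of the regions called on average lie within 10 Mb of *Hivep3*, against 0.986% of those tested. Shared regulation of neighbouring regions and variants elsewhere were not tested.

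In iNKT1 cells, 0.32% of the differentially accessible regions lay on the X chromosome, against 1.9% of those tested (Fisher's exact p = 0.00100). The shares were 0.98% against 1.81% in iNKT2 (Fisher's exact p = 0.0602) and 2.72% against 1.90% in iNKT17 cells (Fisher's exact p = 0.365), where the *Xist* promoter is 1 of the 4 regions. In iNKT1 cells the X chromosome was therefore not a source of many calls. These shares cannot tell whether fewer female mice were in the *Hivep3*-/- pools, since a call needs a 3-fold change. Even the *Xist* promoter, with a change of −1.40 in iNKT1 cells, was not called there. No biological explanation was tested.

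The NF-κB deviation was higher in *Hivep3*-/- cells of each subset. Depth, as read from the number of different values, is argued against as 1 cause for all subsets. In iNKT1 cells the *Hivep3*-/- libraries are the deeper ones by this measure. The difference there was 4.22 percentage points, and the slope on depth within groups gives 2.98 (standard error 3.26), so depth stays open in iNKT1 cells. In iNKT2 and iNKT17 cells, where they are the shallower ones, the slope gives −2.25 (standard error 2.46) and −2.13 (2.33). The differences there were 4.39 and 7.35 points. An effect of *Hivep3* stays open. Replicate 2 had the higher NF-κB deviation in all 6 groups. Library depth is argued against, since replicate 2 is the deeper library by the same measure in only 3 of the 6 groups. A difference between batches of processing (mean difference 3.51 points) cannot be told apart, because neither the labels nor the paper give batches. No biological explanation was tested.

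Regions called in more than 1 subset mostly changed in the same direction, in 59 of 77 for iNKT1 and iNKT2, 22 of 23 for iNKT1 and iNKT17, and 55 of 55 for iNKT2 and iNKT17 cells. Of the 16 regions shared by all subsets, 1 is at *Cd247*. *Zbtb16* fell at 67 of 68 tested regions in iNKT1 cells, with 7 interactions against iNKT2 and 4 against iNKT17 cells, which a larger share of iNKT2 cells in the *Hivep3*-/- iNKT1 libraries does not predict.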
